# p53 regulates enhancer accessibility and activity in response to DNA damage

**DOI:** 10.1093/nar/gkx577

**Published:** 2017-07-13

**Authors:** Scott T. Younger, John L. Rinn

## Abstract

The tumor suppressor p53 is a well-characterized transcription factor that can bind gene promoters and regulate target gene transcription in response to DNA damage. Recent studies, however, have revealed that p53 binding events occur predominantly within regulatory enhancer elements. The effect of p53 binding on enhancer function has not been systematically evaluated. Here, we perform a genome-scale analysis of enhancer activity from p53-bound sequences using a series of massively parallel reporter assays (MPRAs) coupled with the assay for transposase-accessible chromatin (ATAC-Seq). We find that the majority of sequences examined display p53-dependent enhancer activity during the DNA damage response. Furthermore, we observe that p53 is bound to enhancer elements in healthy fibroblasts and poised for rapid activation in response to DNA damage. Surprisingly, our analyses revealed that most p53-bound enhancers are located within regions of inaccessible chromatin. A large subset of these enhancers become accessible following DNA damage indicating that p53 regulates their activity, in part, by modulating chromatin accessibility. The recognition and activation of enhancer elements located within inaccessible chromatin may contribute to the ability of the p53 network to function across the diverse chromatin landscapes of different tissues and cell types.

## INTRODUCTION

The tumor suppressor p53 is a master regulator of the DNA damage response and a central line of defense against genomic instability (1–6). Following DNA damage p53 functions as a transcription factor and regulates the expression of a diversity of genes that influence cell fate decisions (7). Although several genome-scale analyses of the p53 network have been performed, most of these studies have focused exclusively on interactions between p53 and gene promoters (8–10). The vast majority of p53 binding sites occur outside of gene promoters and the functional impact of these sites on the DNA damage response remains unclear.

One recent analysis of the p53 network in human fibroblasts identified seven p53 binding sites that occur outside of gene promoters and harbor histone modifications consistent with regulatory enhancer elements (11). Concurrently, an independent study in *Drosophila* uncovered an additional intergenic p53 binding site that functions as an enhancer element (12). In the aforementioned studies the p53-bound enhancers were shown to regulate the expression of distant genes through mechanisms that involve chromosome looping. Subsequent reports have identified hundreds of putative p53-regulated enhancers demonstrating that enhancer regulation by p53 may be a more widespread phenomenon and an important part of the p53 network (13–15). To validate this possibility a genome-scale evaluation of enhancer activity from p53 binding sites is required.

Here, we integrate multiple functional genomics approaches and provide a systematic analysis of enhancer activity from p53 binding sites throughout the genome. We have designed and performed a series of massively parallel reporter assays (MPRAs) and quantified the regulatory capacity of p53-bound sequences during the DNA damage response. Moreover, we have incorporated the use of the assay for transposase-accessible chromatin (ATAC-Seq) and profiled the regulatory activity of p53 binding sites in their endogenous genomic contexts. Collectively, these data demonstrate that p53 modulates the activity of hundreds of enhancer elements throughout the genome.

In addition to confirming that many p53 binding sites function as enhancer elements during the DNA damage response, our analyses uncovered several previously unappreciated aspects of genome regulation by p53. We observe that p53 is bound to enhancers in healthy fibroblasts and is poised for rapid activation in response to DNA damage. Intriguingly, we find that most p53-bound enhancers reside within regions of inaccessible chromatin. The chromatin surrounding many of these enhancers becomes accessible in response to DNA damage indicating that p53 regulates their activity, in part, by modulating chromatin accessibility. Altogether, our results provide strong evidence that the regulation of enhancer accessibility and activity by p53 is an integral component of the p53 network.

## MATERIALS AND METHODS

### Cell culture

Human fetal fibroblasts GM06170 (Coriell Cell Repositories) were cultured in Dulbecco's Modified Eagle's Medium (DMEM) supplemented with 15% fetal bovine serum (Life Technologies). Fibroblasts were cultured with 500 nM doxorubicin for 6 h in MPRA experiments and 12 h in ATAC-Seq experiments to induce DNA damage.

### MPRA plasmid pool transfection

Lipofectamine 3000 (Life Technologies) was used to deliver MPRA plasmid pools into fibroblasts as per the manufacturer's instructions. Fibroblasts were plated in six-well dishes at a density of 50K cells/well. Fibroblasts were transfected with MPRA plasmid pools (1 μg/well) 24 h after plating. Culture medium was replaced 24 h after transfection with fresh medium containing 500 nM doxorubicin (Sigma) to induce DNA damage. Fibroblasts were harvested 6 h post-treatment for RNA and protein isolation.

### Western blot

Cell pellets were lysed and protein concentrations were quantified by BCA assay (Pierce). Western blots were performed on protein lysates (30 μg/well). Primary antibodies used were α-p53 (Cell Signalling Technology, 2524S) and α-GAPDH (Santa Cruz). Protein was visualized with horseradish peroxidase-conjugated protein A (Life Technologies) and Supersignal developing solution (Pierce).

### RNA isolation and quantitative PCR

RNA from treated fibroblasts was isolated using TRIzol (Life Technologies) as per the manufacturer's instructions. For each sample, 2 μg of RNA was reverse transcribed using SuperScript III Reverse Transcriptase (Life Technologies). RNA was treated with DNase I (Worthington) prior to reverse transcription. qPCR was performed on an ABI7900HT real-time PCR (Applied Biosystems) using FastStart Universal SYBR Green Master-Rox (Roche). Primers for TBP mRNA were supplied by Applied Biosystems. Primers for p21 were designed using Primer3. Only those primer sets that showed linear amplification over several orders of magnitude were used for quantification. Primers and PCR conditions are listed in Supplemental Table S8.

### Chromatin immunoprecipitation

ChIP experiments were performed as previously described (13). α-p53 (2524S), α-phospho-p53-Ser15 (9284S) and normal IgG (2729S) antibodies were supplied by Cell Signaling. Primers for p53 binding sites were designed using Primer3. Only those primer sets that showed linear amplification over several orders of magnitude were used for quantification. Primers and PCR conditions are listed in Supplemental Table S8.

### MPRA targeted sequencing libraries

MPRA targeted sequencing libraries were generated directly from 50% of each cDNA reaction using PfuUltra II Fusion HS DNA polymerase (Agilent). Libraries were size-selected using Agencourt AMPure XP beads (Beckman Coulter). Prior to sequencing, the quality and concentration of each library was assessed using the Bioanalyzer (Agilent). Primers and PCR conditions are listed in Supplemental Table S8.

### MPRA expression analysis

MPRA targeted sequencing libraries were generated such that the first 10 bases of each read corresponded to the 10-base tag used to uniquely identify individual oligonucleotides in the MPRA library. Only those sequencing reads in which the first 10 bases matched perfectly to a tag in the MPRA library and the following 26 bases matched the expected MPRA reporter sequence were used for quantification. Expression driven by each variable sequence in the library was defined by the sum of the reads mapping to each of the 10 distinct tags corresponding to the respective variable sequence. Differential expression between untreated and doxorubicin-treated fibroblasts was assessed using DESeq2 (16). For analysis of basal MPRA activity in untreated fibroblasts expression was normalized to the input MPRA vector pool.

### MPRA sequence activity contribution analysis

To determine the activity contribution of each nucleotide at each position within the variable region of the MPRA library, the sum of the activity (absolute fold-change in response to doxorubicin treatment) for each element in which base *N* appeared at position *i* was normalized by the frequency at which base *N* appeared at position *i*. Activity contributions were rescaled such that the maximum calculated activity contribution was equal to 1.

### ATAC-Seq library generation

Fibroblasts were treated with 500 nM doxorubicin for 12 h to induce DNA damage. Following treatment, ∼100K cells were resuspended in transposition reaction mix (Nextera XT DNA Library Preparation Kit, Illumina) and incubated at 37**°**C for 45 min. Transposed DNA was isolated using the MinElute PCR Purification Kit (Qiagen). ATAC-Seq libraries were generated from transposed DNA using NEBNext High-Fidelity 2X PCR Master Mix (NEB). Libraries were size-selected using Agencourt AMPure XP beads (Beckman Coulter). Prior to sequencing, the quality and concentration of each library was assessed using the Bioanalyzer (Agilent). Primers and PCR conditions are listed in Supplemental Table S8.

### ATAC-Seq analysis

ATAC-Seq reads were aligned to the human (hg19) genome using Bowtie2 (17). Aligned reads were analyzed using Scripture (Broad) to generate a catalog of potential regions with differential chromatin accessibility (18). To identify regions with significant differences in chromatin accessibility, differential read coverage between ATAC-Seq libraries from untreated and doxorubicin-treated fibroblasts was assessed with Cuffdiff2 using the Scripture output as a reference annotation (19). Analyzed chromosomal regions with <1 FPKM (fragments per kilobase of region per million fragments mapped) in untreated cells and >2 FPKM in doxorubicin-treated cells were considered ‘pioneering sites’. Regions with FPKM values <1 in untreated cells and <1.5 in doxorubicin-treated cells were considered ‘constitutively inaccessible’. Regions with <1 FPKM in untreated cells and 1.5 FPKM to 2 FPKM in doxorubicin-treated cells were considered ‘intermediate accessibility’. Regions with FPKM values >1 in both treatments were considered ‘constitutively accessible’. All visualizations represent the aggregate read coverage from three biological replicates.

### RNA sequencing and expression analysis

RNA sequencing reads were mapped to UCSC known genes and our previously described catalog of noncoding RNAs using TopHat2 with default options (20,21). Differential gene expression in response to treatment with doxorubicin was assessed using Cuffdiff2 with default options (19). For GRO-Seq, reads were aligned to the human (hg19) genome using Bowtie2 (17). Differential read coverage across genomic regions ranging from 1 kb upstream to 1 kb downstream of previously characterized p53 binding sites was assessed using Cuffdiff2.

### Transcription factor enrichment analyses

Enrichment of transcription factor (TF) binding within pioneering sites was calculated using the formula: enrichment = (s/S)/(g/G); where s = the number of TF peaks overlapping a pioneering site, S = the number of nucleotides covered by pioneering sites/the number of nucleotides covered by TF peaks, g = the number of TF peaks in the genome, and G = the number of nucleotides in the genome/the number of nucleotides covered by TF peaks. To calculate statistical significance of enrichment the labels of all TFs were randomly shuffled and the analysis was repeated 100 times. The resulting *P*-values were corrected for multiple hypothesis testing using the Bonferroni method. Significance analysis of transcription factor binding site co-occurrence within pioneering sites was calculated using the hypergeometric distribution given the number of pioneering sites overlapped by each factor under comparison and the total number of pioneering sites in the genome. Resulting *P*-values were corrected for multiple hypothesis testing using the Bonferroni method.

### Acquisition of publicly available datasets

Human transcription factor binding sites were obtained through the transcription factor ChIP-Seq Clusters Version 3 track from the UCSC Genome Browser.

## RESULTS

### Massively parallel reporter assay design

To systematically evaluate the capacity of p53-bound sequences to function as regulatory enhancer elements during the DNA damage response we designed and performed a series of massively parallel reporter assays (MPRAs). The MPRA is a high-throughput sequencing-based method for simultaneously characterizing the regulatory potential for thousands of defined DNA sequences in a single experiment (22,23). For the MPRA we designed 12,000 unique 150-mer oligonucleotides, each containing a 95 base variable region as well as a unique 10 base barcode sequence (Supplementary Table S1). The sequences of the variable regions were selected based on our previous analysis of p53 binding sites in primary human fibroblasts (13). Each of the variable regions in the MPRA oligonucleotide pool was assigned 10 independent barcode sequences such that the 12,000 oligonucleotides in the pool represent a total of 1,200 unique variable regions.

For the MPRA oligonucleotide pool we designed 5,700 oligonucleotides with variable regions corresponding to the genomic sequences of 570 p53 binding sites throughout the human genome (Figure 1A). In parallel, we designed an additional 5,700 oligonucleotides that were identical to the aforementioned genomic sequences with the exception that the p53 recognition motifs within the variable regions were randomly scrambled (Figure 1A). The remaining 600 oligonucleotides in the pool represented 60 variable regions comprised of random sequences that do not occur in the human genome.

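The deposited tables hold 1200 variable sequences of 95 bases: 570 endogenous, 570 scrambled and 60 random. They are 1198 distinct sequences, since 2 pairs of endogenous entries from different places in the genome have the same bases. Every one of the 570 endogenous sequences matched GRCh37, the assembly also known as hg19, base for base at its stated position. Of the 569 endogenous sequences compared with the GENCODE annotation, 306 lie in introns, 214 between genes, 27 in exons of noncoding or other transcripts, 19 in untranslated regions and 3 in coding exons. The nearest transcription start of a protein-coding gene is a median of 58709 bases away, and 25 sequences lie within 2 kb of one. The p53 recognition motif begins at position 41 and covers 16 bases in 493 sequences, begins at position 40 and covers 17 bases in 67, and begins at position 40 and covers 18 bases in 10. Each scrambled partner keeps the flanks and the base content of its endogenous sequence and differs from it at a median of 12 bases, with a range of 2 to 16.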

**Figure 1.**
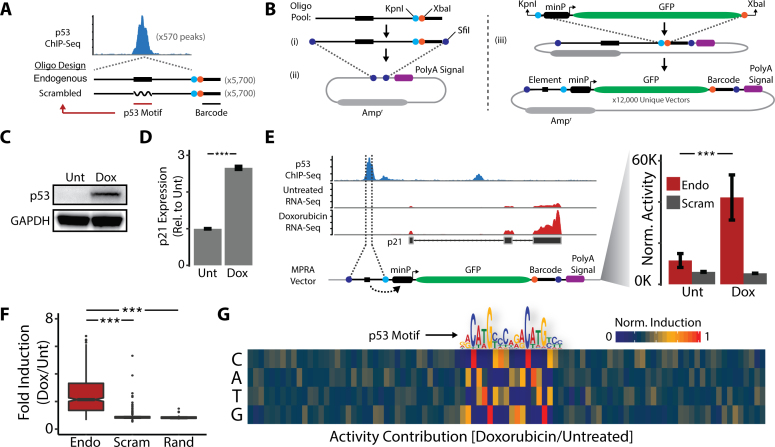
p53-bound sequences regulate proximal enhancer activity. (**A**) Schematic of MPRA oligonucleotide library design. (**B**) Schematic of Promoter-Proximal MPRA vector design and cloning. (**C**) Western blot analysis of p53 activation following doxorubicin treatment. (**D**) RT-qPCR analysis of p21 induction following doxorubicin treatment. Error bars indicate SEM (*n* = 3). *P*-values were calculated using the two-tailed unpaired Student's *t*-test with equal variances. ***P < 0.001. (**E**) MPRA analysis of enhancer activity from the p21 promoter in response to doxorubicin treatment. Error bars indicate SEM (*n* = 2). *P*-values were calculated using the Wald test. ***P < 0.001. (**F**) MPRA analysis of enhancer activity from all sequences in the MPRA oligonucleotide library in response to doxorubicin treatment. *P*-values were calculated using the two-tailed unpaired Student's *t*-test with equal variances. ***P < 0.001. (**G**) Quantitative sequence activity contribution of all MPRA oligonucleotides following doxorubicin treatment.

To determine which of the variable regions in the MPRA oligonucleotide pool can function as enhancer elements we designed an expression vector system in which the variable regions are placed immediately upstream of a reporter gene promoter (we term this a Promoter-Proximal MPRA). In this two-step cloning approach the oligonucleotide pool is first cloned into an empty (no reporter gene) plasmid backbone (Figure 1B). The resulting vector pool is subsequently digested with restriction enzymes that separate each variable region from its associated barcode sequence. A reporter cassette comprised of a minimal promoter followed by GFP is then cloned between the variable region and the barcode sequence (Figure 1B). In the final vector pool each GFP reporter gene contains the unique barcode sequence that allows the reporter transcript to be associated with the upstream variable region modulating its expression.

### p53-bound sequences regulate proximal enhancer activity

To measure the regulatory activity of variable regions within the MPRA oligonucleotide pool during the DNA damage response the Promoter–Proximal MPRA vector pool was transfected into GM06170 primary human fibroblasts. 

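RNA from the Promoter-Proximal vector pool was sequenced from 2 untreated cultures and 2 cultures treated with doxorubicin, a drug that breaks DNA. GM06170 is a culture of primary human fibroblasts, cells of connective tissue that have not been made into an immortal line. The authors summed the reads of the 10 tags of each variable sequence and divided them by a size factor per library from DESeq2, and these normalized reads are the values used here. All tested values of a library are whole multiples of 1 step, within 0.05 of a read. Of the 1200 values, 1199 were tested in untreated replicate 2 and all in the other libraries. The steps give 9823636 and 10764278 reads in the untreated libraries and 13138133 and 9823140 in the doxorubicin libraries. The median variable sequence had 3123.5 to 6943.5 reads per library, and these are PCR reads without molecular identifiers, so they are not independent molecules. The correlation of log2 values across the 1200 variable sequences was 0.968 between the untreated libraries and 0.984 between the doxorubicin libraries, against 0.802 to 0.957 across treatments. Endogenous sequences took 55.8% and 66.9% of the untreated values and 88.0% and 81.6% of the doxorubicin values. Changes were tested with limma on log2 values with a pseudocount of 1, for each variable sequence and for the ratio of each endogenous sequence to its own scrambled partner. Scaling between libraries can alter this ratio only through the pseudocount. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.33, so all tests of single sequences rest on the spread that limma pools over sequences.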

Transfected fibroblasts were then cultured in the presence of 500 nM doxorubicin for 6 hours to activate the p53 response to DNA damage. Treatment with doxorubicin resulted in a robust increase in the expression of p53 protein (Figure 1C). Furthermore, doxorubicin treatment significantly activated the expression of p21, a well-characterized transcriptional target of p53 (Figure 1D). These results demonstrate that the p53 response to DNA damage remains functional in cells harboring MPRA expression vectors.

In order to monitor expression levels from the Promoter-Proximal MPRA vector pool we next performed targeted RNA-Seq. We generated sequencing libraries by amplifying the region of the GFP reporter transcripts containing the unique barcode sequences. The representation of each barcode within the sequencing library provides a digital readout for the regulatory activity of the upstream genomic element. As a positive control we evaluated the regulatory activity of sequences within the MPRA pool corresponding to the p53 binding site within the p21 promoter. Treatment with doxorubicin resulted in a significant increase in expression from Promoter-Proximal MPRA vectors containing the endogenous sequence of this p53 binding site (Figure 1E). In contrast, MPRA vectors containing the analogous sequence in which the p53 recognition motif was scrambled were not affected by doxorubicin treatment (Figure 1E).

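The endogenous p21 element gave more reporter RNA in both doxorubicin libraries than in either untreated library. It lies on chromosome 6 of GRCh37 from 36644188 to 36644282, in an untranslated region of CDKN1A, the gene that encodes p21. Its normalized reads were 8191 and 14937 in the untreated libraries and 53132 and 31219 in the doxorubicin libraries. The mean was 11564 ± 4771 (SD, n = 2) without and 42175 ± 15495 (SD, n = 2) with doxorubicin, a 3.65-fold difference of the means. The log2 fold change was 1.88 (standard error 0.53), with an adjusted p of 0.0728 from limma, short of the threshold of 0.05. The adjusted p in the authors' deposited table is 0.00076. Relative to its scrambled partner in the same library, the element stood at 9.81 and 5.96 in the doxorubicin libraries. This ratio rose by 2.06 on the log2 scale (standard error 0.51, adjusted p = 0.00034 from limma). Without untreated replicate 1 the rise was 1.67 and no longer passed the threshold (adjusted p = 0.271 from limma).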

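The scrambled p21 sequence changed little. Its normalized reads were 6039 ± 270 (SD, n = 2) without and 5330 ± 124 (SD, n = 2) with doxorubicin, 0.883 of the untreated mean. The log2 fold change of -0.18 (standard error 0.09) did not pass limma's test (adjusted p = 0.176). Its sign depends on the scaling: with libraries scaled to the median of the random sequences it was 0.07, and with libraries scaled to their totals it was -1.43, past the threshold (adjusted p = 0.00868 from limma).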

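In untreated fibroblasts the endogenous p21 sequence stood above its scrambled partner in both Promoter-Proximal libraries, at 1.40 times its level in untreated replicate 1 and 2.40 times in untreated replicate 2. The scrambled values of 5848 and 6229 normalized reads lay close together on the authors' scaling, and how the gap between these libraries divides between the partners depends on the scaling.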

Interestingly, we observed that expression from Promoter-Proximal MPRA vectors containing the endogenous p21 promoter sequence was higher than their scrambled counterparts even in untreated fibroblasts (Figure 1E). This observation suggests that a basal pool of p53 (undetectable by Western blot) may be bound to these sequences in the absence of DNA damage. To test this hypothesis we evaluated p53 binding at the p21 promoter in fibroblasts cultured in the presence or absence of doxorubicin using chromatin immunoprecipitation followed by quantitative PCR (ChIP-qPCR). We detected p53 occupancy at the p21 promoter in both untreated and doxorubicin treated cells (Supplementary Figure S1A). Doxorubicin treatment had no effect on the level of p53 binding (Supplementary Figure S1A). However, we did observe a significant increase in the level of activated p53 (phospho-p53-Ser15) in response to DNA damage (Supplementary Figure S1B). These findings indicate that p53 is bound to the p21 promoter in healthy cells and poised for activation in response to DNA damage.

We next evaluated the expression from all of the sequences represented within the Promoter-Proximal MPRA vector pool. We found that the vast majority of sequences corresponding to p53 binding sites display increased regulatory activity in response to DNA damage (Figure 1F, Supplementary Table S2). This regulatory activity was absent from Promoter-Proximal MPRA vectors containing scrambled p53 recognition motifs (Figure 1F, Supplementary Table S2). Moreover, the activity of vectors containing scrambled p53 recognition motifs was indistinguishable from vectors containing random sequences (Figure 1F). 

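Most endogenous sequences gave more reporter RNA after doxorubicin. Both doxorubicin values lay above both untreated values for 471 of the 570 endogenous sequences (82.6%) and below them for 40, where chance gives 16.7% in each direction. The median fold induction was 2.14 (quartiles 1.36 and 3.32), and 312 sequences were induced more than 2-fold. Relative to their own scrambled partners, 379 of 570 endogenous sequences rose and 0 fell at an adjusted p under 0.05 from limma, with 403 and 0 at an unadjusted p under 0.05 and a median log2 change of 1.28. The same test of each sequence alone, without its partner, called 0 sequences, with a smallest adjusted p of 0.0709. At an unadjusted p under 0.05, 392 were higher and 9 lower. The contrast of 379 and 0 cannot be credited to the pairing alone. The PRDM1 sequence alone changed by 1.33 (standard error 0.30, adjusted p = 0.0709 from limma). Its ratio rose by 1.70 with a larger standard error of 0.55, yet passed (adjusted p = 0.00502 from limma). So the calls also depend on how each fit weighs the spread pooled over sequences. The authors' deposited adjusted p calls 392 higher and 4 lower, and 349 of their 392 are among the 379. With libraries scaled to their totals, in place of the authors' size factors, limma called 113 endogenous sequences higher and 150 lower. A fall on that scaling is a fall in the share of the library. The share of all endogenous sequences rose from 55.8% and 66.9% to 88.0% and 81.6%, so one that rises less than the rest can be called lower. The ratio depends on the scaling only through the pseudocount. The libraries of a treatment were not alike: the median ratio of endogenous to scrambled was 1.38 and 1.76 in the untreated libraries and 4.41 and 2.99 in the doxorubicin libraries. The count of 379 was 0 without untreated replicate 1, 186 without untreated replicate 2, 198 without doxorubicin replicate 1 and 398 without doxorubicin replicate 2. For each sequence alone it was 79, 255, 0 and 233 in that order. When limma also fitted the replicate number as a block, far fewer ratios rose past the threshold, as given below. The p21 ratio was not among them (adjusted p = 0.0962 from limma with the block). The sequence from 37203081 to 37203175 on chromosome 17 had the largest fold induction, 6.76, and a rise of 3.10 in log2 ratio (adjusted p = 0.00364 from limma). It lies in an intron of the noncoding gene LRRC37A11P. The largest rise in log2 ratio, 3.12, belonged to the sequence from 152191676 to 152191770 on chromosome 5, in an intron of LINC01470 (adjusted p = 0.0024 from limma). A rise of 3.00 (adjusted p = 3.3e-05 from limma) was measured for the sequence from 21220243 to 21220337 on chromosome 14, 6197 bases downstream of the transcription start of EDDM3A. These sequences were ranked by ratio after the values were seen, since none passed the test on its own.

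**Figure D1:**
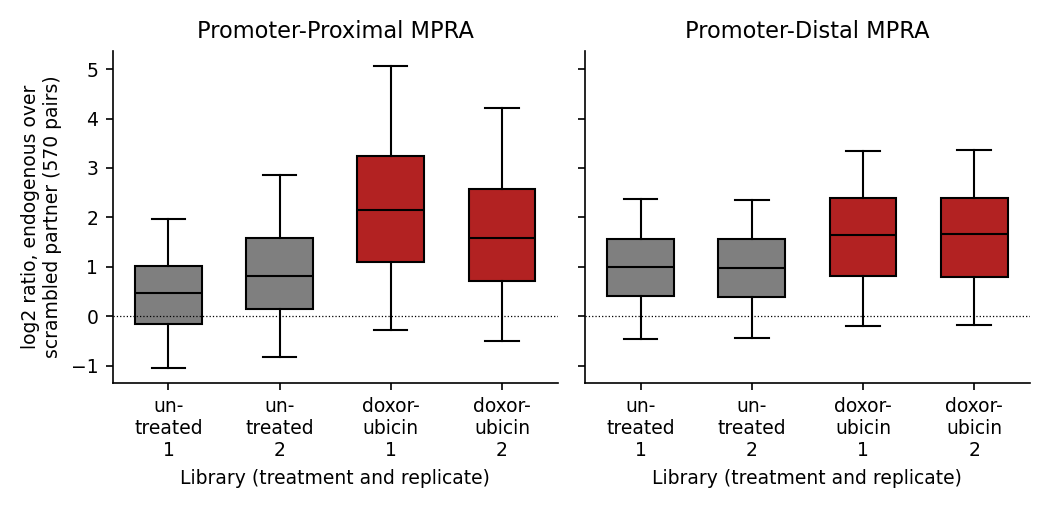
log2 ratio of each endogenous sequence to its scrambled partner in the 4 libraries of each MPRA, with boxes from the lower to the upper quartile, a line at the median and whiskers from the 5th to the 95th percentile of 570 pairs. The Promoter-Proximal medians are 0.46 and 0.82 in the untreated libraries and 2.14 and 1.58 in the doxorubicin libraries.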

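Scrambled sequences did not share the increase. Both doxorubicin values lay below both untreated values for 430 of 570 scrambled sequences (75.4%) and above them for 30, where chance alone gives 16.7% each way. Their median fold induction was 0.851 (quartiles 0.799 and 0.903). The mean log2 fold induction of an endogenous sequence exceeded that of its partner by 1.28 (two-sided sign-flip permutation test, p = 1e-05, the smallest it can give, and 1.5e-05 after adjustment over 3 comparisons), although sequences of 1 pool are not independent replicates of the treatment. limma called 0 scrambled sequences in either direction, with 15 higher and 159 lower at an unadjusted p under 0.05, and the authors' table calls 11 higher and 78 lower. The scale sets the level of the controls: the median scrambled log2 fold change of -0.24 became 0.01 when libraries were scaled to the median of the random sequences, and the endogenous median went from 1.08 to 1.33. The largest scrambled value, 5.32-fold, belonged to the partner of the sequence from 37203101 to 37203195 on chromosome 17, which still holds a p53 motif.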

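Random sequences moved as the scrambled sequences did. Their median fold induction was 0.825 (quartiles 0.780 and 0.879), and both doxorubicin values lay below both untreated values for 51 of 60 and above them for 2. The mean log2 fold induction of scrambled sequences lay 0.04 above that of random sequences, a difference within chance (two-sided permutation test, p = 0.230, unchanged by adjustment). limma called 0 random sequences, with 0 higher and 22 lower at an unadjusted p under 0.05, and the authors' table calls 0 higher and 12 lower.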

Consistent with our observations at the p21 promoter, we found that expression from Promoter-Proximal MPRA vectors corresponding to the endogenous sequences of p53 binding sites was significantly greater than the expression from their scrambled counterparts in untreated cells (Supplementary Figure S1C).

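Before any treatment, 435 of the 570 endogenous sequences (76.3%) were expressed above their scrambled partners in the mean of the Promoter-Proximal untreated libraries. The median ratio was 1.57 (quartiles 1.03 and 2.52), and the mean log2 ratio was 0.70 (two-sided sign-flip permutation test across sequences, p = 1e-05, the smallest it can give). The size differed between libraries: 388 sequences stood above their partners in untreated replicate 1, with a mean log2 ratio of 0.44, and 457 in untreated replicate 2, with a mean of 0.90. Random sequences lay above the scrambled ones and below the endogenous ones: median normalized reads in the untreated libraries were 4959 and 6364 for endogenous, 4747 and 4729 for random and 3610 and 3615 for scrambled sequences. The gap to random sequences was not tested, and the levels were not corrected for the share of each vector in the pool.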

To further understand the sequence properties of p53-bound regions that drive regulatory activity we calculated the sequence activity contribution of each nucleotide in each position of the MPRA oligonucleotide pool. Our analysis identified the p53 recognition motif as the primary determinant of regulatory activity (Figure 1G). 

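The p53 motif held the largest differences between bases. By the formula of the methods, the mean fold induction of sequences with each base was computed at each of the 95 positions and rescaled to a highest value of 1. The range between the highest and the lowest base averaged 0.491 over the 18 positions that the motif covers in at least 1 endogenous sequence and 0.114 over the 77 positions outside them, a ratio of 4.32. Position 40 lies in the motif of 77 sequences, position 57 in that of 10, and positions 41 to 56 in that of all 570. All 18 passed a permutation test of this range (1000 shuffles of the fold inductions over sequences, adjusted over positions), as did 23 positions outside them. With only the 16 positions covered in every sequence taken as the motif, a choice made after the values were seen, 16 inside and 25 outside passed. The widest range was 0.626 at position 44, where T was highest, and the widest outside the motif was 0.216 at position 63. Scrambled partners keep the flanks, so the test over all sequences also picks up the contrast of endogenous and scrambled sets. Among endogenous sequences alone the range averaged 0.384 inside and 0.169 outside the motif, and 10 motif positions and 47 others passed. The consensus allows few bases at most motif positions, so other bases there come from the 77 motifs that begin at position 40. The widest of these ranges was at position 47 with A highest, a base found there only in the spacer of those motifs. The inside values thus also reflect where the motif begins and cannot be set against the flanks.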

We searched for additional sequence motifs that might contribute to regulatory activity using Multiple Em for Motif Elicitation (MEME) but were unable to detect enrichment of any sequences aside from the p53 recognition motif (24). Altogether, the results from the Promoter–Proximal MPRA indicate that p53-bound sequences can function as enhancer elements when located proximal to transcription start sites.

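Sequences near known p53 target genes took part in the increase. Of 99 genes of 6 lists, the nearest gene in Supplementary Table S6 was on a list for 13 endogenous sequences. Relative to their scrambled partners, 9 of these 13 sequences rose and 0 fell (limma, adjusted p under 0.05, and 9 and 0 adjusted over these 13 alone). Among cell cycle arrest genes, the sequence near PLK2 on chromosome 5 from 57758063 to 57758157 was induced 4.04-fold, with a rise of 2.30 in log2 ratio (standard error 0.43, adjusted p = 3.5e-06 from limma). The sequence in the untranslated region of PRDM1, on chromosome 6 from 106546420 to 106546514, rose by 1.70 (standard error 0.55, adjusted p = 0.00502 from limma). The sequence in an intron of CCNG1 rose by 0.72 without passing the test (adjusted p = 0.0647 from limma). It passed when adjusted over the 4 sequences of the cell cycle arrest list alone. Among apoptosis genes, the sequence in the untranslated region of AEN, on chromosome 15 from 89164499 to 89164593, rose by 1.99 (standard error 0.42, adjusted p = 4e-05 from limma), while those in introns of BCL2L1 and EDA2R did not pass. The DNA repair gene DDB2 and the p53 inhibitor gene MDM4 each had a sequence that rose, by 0.90 and 1.01. For ATF3 the rise was 1.24. Without untreated replicate 1 the rises of PLK2, AEN, PRDM1, MDM4 and ATF3 were smaller, at 1.78, 1.55, 1.50, 0.80 and 0.77. That of DDB2 stayed at 0.90, but without doxorubicin replicate 1 the rises of DDB2 and MDM4 were 0.68 and 0.62. With the replicate number as a block in limma, PLK2 passed (adjusted p = 0.0378). AEN, PRDM1, DDB2, MDM4 and ATF3 did not pass with the block (adjusted p = 0.0699, 0.160, 0.167, 0.199 and 0.101 from limma). GENCODE places 9 more sequences within a listed gene, although Supplementary Table S6 gives another nearest gene, and 6 of these 9 rose relative to their partners and 0 fell (limma). They were looked up after their values were seen. Among them, a second sequence of CDKN1A, from 36650382 to 36650476 on chromosome 6, rose by 1.07 (adjusted p = 0.0081 from limma), that in ZMAT3 rose by 1.64 and that in TRIM22 by 1.49, both chromosome 4 sequences of Figure 4 in CCNG2 rose, and sequences in GADD45A, FAS and BBC3 did not pass (adjusted p = 0.131, 0.301 and 0.360 from limma). Of the 291 endogenous sequences whose nearest gene in Supplementary Table S6 is a large intergenic noncoding RNA, 191 rose and 0 fell (191 and 0 adjusted over the list alone). From its Promoter-Proximal results as a whole, the paper concludes that p53-bound sequences can act as enhancers close to a transcription start site.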

### p53-bound sequences regulate distal enhancer activity

Enhancer elements can be separated from the genes that they regulate by varying genomic distances. To evaluate the ability of p53-bound sequences to function as enhancers when located more distant from transcription start sites we designed a Promoter–Distal MPRA vector pool. In this design the MPRA oligonucleotide pool is cloned ∼800 nt downstream of the transcription start site of a GFP reporter gene (Figure 2A). As a result, the sequences of the MPRA oligonucleotides are expressed within the GFP reporter transcripts and their regulatory activity can be quantified directly using targeted RNA-Seq.

**Figure 2.**
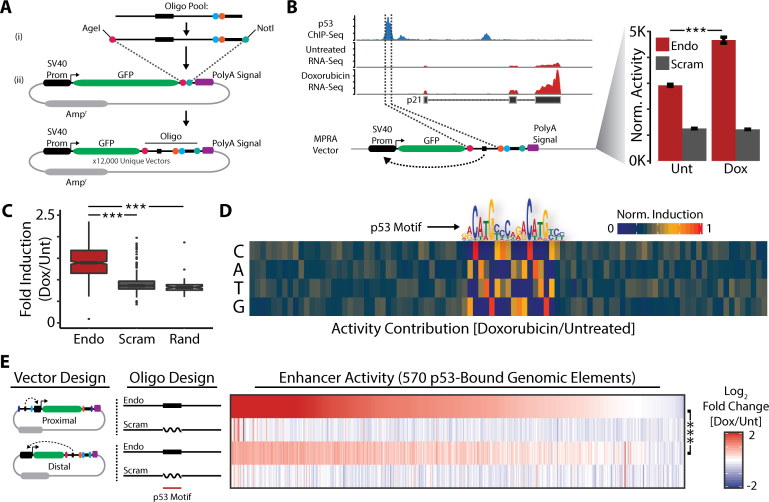
p53-bound sequences regulate distal enhancer activity. (**A**) Schematic of Promoter–Distal MPRA vector design and cloning. (**B**) MPRA analysis of enhancer activity from the p21 promoter in response to doxorubicin treatment. Error bars indicate SEM (*n* = 2). *P*-values were calculated using the Wald test. ***P < 0.001. (**C**) MPRA analysis of enhancer activity from all sequences in the MPRA oligonucleotide library in response to doxorubicin treatment. *P*-values were calculated using the two-tailed unpaired Student's *t*-test with equal variances. ***P < 0.001. (**D**) Quantitative sequence activity contribution of all MPRA oligonucleotides following doxorubicin treatment. (**E**) Heatmap of enhancer activity in Promoter–Proximal and Promoter–Distal MPRA approaches. *P*-values were calculated using the Wilcoxon signed-rank test. ***P < 0.001.

The Promoter-Distal MPRA vector pool was transfected into GM06170 primary human fibroblasts, which were subsequently cultured in the presence of 500 nM doxorubicin for 6 h to activate the p53 response to DNA damage. We then performed targeted RNA-Seq to monitor expression from the Promoter-Distal MPRA vectors. 

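The Promoter-Distal pool was read from 2 untreated and 2 doxorubicin libraries, in which the variable sequence itself is part of the reporter transcript. The deposited values were made by the same steps as those of the Promoter-Proximal pool. Their steps give 1041961 and 8699583 reads in the untreated libraries and 1533356 and 8906336 in the doxorubicin libraries, so that replicate 1 of each treatment holds the fewer reads. The median variable sequence had 608 and 5124 reads in the untreated libraries and 663.5 and 3795.5 in the doxorubicin libraries. Replicates lay closer together than in the Promoter-Proximal pool: the correlation of log2 values was 0.997 between untreated libraries and 0.998 between doxorubicin libraries, against 0.960 to 0.963 across treatments. Endogenous sequences took 65.9% and 66.0% of the untreated values and 77.6% and 77.5% of the doxorubicin values.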

As a positive control for enhancer activity we again focused on sequences within the MPRA pool corresponding to the p53 binding site within the p21 promoter. Expression from Promoter–Distal MPRA vectors containing the endogenous sequence of this p53 binding site was significantly increased in response to doxorubicin treatment, although not as robustly as with the Promoter–Proximal MPRA (Figure 2B). 

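Doxorubicin raised the endogenous p21 element in this pool as well, and both libraries of each treatment lay close together. Normalized reads rose from 2920 ± 61.3 (SD, n = 2) to 4667 ± 164 (SD, n = 2), which is 1.60-fold. The log2 fold change was 0.68 (standard error 0.03, adjusted p = 4.8e-25 from limma). Over endogenous sequences of this pool the median standard error from limma was 0.0380. The counting error, if each read were an independent molecule, had a median of 0.0343. The spread between libraries was thus hardly above that of counting. With n = 2 per treatment, such small p-values of single sequences in this pool are less certain than limma states. Relative to its scrambled partner the element rose by 0.71 (standard error 0.06, adjusted p = 5.4e-07 from limma).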

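The scrambled p21 sequence stayed level in the Promoter-Distal pool, at 1253 ± 16.5 (SD, n = 2) normalized reads without and 1221 ± 10.3 (SD, n = 2) with doxorubicin. Its log2 fold change of -0.04 (standard error 0.05) did not pass limma's test (adjusted p = 0.494). With libraries scaled to the median of the random sequences the value was 0.20 and passed the threshold (adjusted p = 0.00032 from limma), and with libraries scaled to their totals it was -0.44 and also passed (adjusted p = 1.2e-16 from limma), so its direction rests on the scaling.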

Promoter–Distal MPRA vectors containing the analogous scrambled p53 recognition motif sequences were unaffected (Figure 2B). We again observed far greater regulatory activity from Promoter–Distal MPRA vectors containing the endogenous p21 promoter sequence relative to their scrambled counterparts in untreated fibroblasts (Figure 2B).

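The untreated ratio of the endogenous p21 element to its scrambled partner was 2.32 in replicate 1 and 2.34 in replicate 2, and the ratios with doxorubicin were 3.71 and 3.94.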

We next monitored the regulatory activity from all of the sequences represented within the Promoter–Distal MPRA vector pool. 

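Of the 570 endogenous sequences in the Promoter-Distal pool, 456 rose and 52 fell after doxorubicin at an adjusted p under 0.05 from limma, and 62 did not pass. The median fold induction was 1.39 (quartiles 1.15 and 1.68), and 17 sequences were induced more than 2-fold. The authors' deposited adjusted p calls 446 higher and 44 lower, and 445 sequences are called higher by both. Relative to their scrambled partners, 495 rose and 28 fell, with a median log2 change of 0.68. The counting error of this ratio, if each read were an independent molecule, exceeds limma's standard error for 209 of the 495 and 20 of the 28, and the change is under 2 counting errors for 4 and 5 of them, so these calls are less certain than limma's p states. The entries with the same bases, taken up after the values were seen, show how far values can part: those from 59108323 on chromosome 19 and 48108670 on chromosome 21 had folds of 0.831 and 1.00, with standard errors of 0.0461 and 0.0353 on the log2 scale, and those from 31358415 and 31455330 on chromosome 6 had 1.69 and 1.85. With libraries scaled to their totals, in place of the authors' size factors, 280 rose and 187 fell. The largest increase was that of the enhancer from 9242165 to 9242259 on chromosome 1. Next came the sequence from 40757052 to 40757146 on chromosome 7 in an intron of SUGCT, named C7orf10 in the files, at 2.24-fold (log2 1.16, standard error 0.03, adjusted p = 1.2e-38 from limma). The sequence from 182730656 to 182730750 on chromosome 1, whose nearest listed gene is linc-RGS8, reached 2.20-fold, and that from 19080952 to 19081046 on chromosome 21 near linc-BTG3 reached 2.10-fold. The other 6 of the 10 largest were induced 2.06-fold to 2.09-fold and include sequences in an exon of USP34 and in introns of NEO1 and PTPRM. Among sequences past the threshold, the largest decreases were those from 10109025 to 10109119 on chromosome 17 (0.611 of untreated), from 155274870 to 155274964 on chromosome 7 (0.644) and from 135861139 to 135861233 on chromosome 3 in an intron of PPP2R3A (0.653), each below 0.05 in adjusted p from limma. The chromosome 3 decrease rests on few reads, with normalized values of 154 and 117 without and 70.2 and 107 with doxorubicin. Its adjusted p in the authors' deposited table is 0.0640. The lowest fold of all, 0.0901, belongs to a sequence in an intron of BBC3 with 1 and 6 reads in the untreated and 0 and 1 in the doxorubicin libraries, too few to read a change from.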

We observed that most of the sequences corresponding to p53 binding sites display increased enhancer activity in response to DNA damage (Figure 2C, Supplementary Table S3). This increase was absent from MPRA vectors containing scrambled p53 recognition motifs (Figure 2C, Supplementary Table S3). 

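Scrambled sequences mostly went the other way. Of 570, 368 fell and 49 rose (limma, adjusted p under 0.05), with a median of 0.862 of the untreated value (quartiles 0.787 and 0.966), and of the 60 random sequences 50 fell and 2 rose. The deposited table of the authors calls 38 scrambled sequences higher and 328 lower. Scaled to the median of the random sequences, 194 scrambled sequences rose and 131 fell, and 13 random sequences rose and 20 fell. Endogenous sequences lay above their partners, whose libraries and scale they share: the mean log2 fold induction differed by 0.62 (two-sided sign-flip permutation test, p = 1e-05, the smallest it can give, adjusted p = 1.5e-05 over 3 comparisons, across sequences that are not independent replicates of the treatment). Scrambled sequences lay 0.07 above random sequences (permutation test, two-sided, p = 0.0440), and without doxorubicin replicate 2 this difference did not pass (p = 0.0564). The 5 largest scrambled increases were those of the partners of the sequence from 47734539 to 47734633 on chromosome 19, in an intron of BBC3, (3.52-fold, from 4.29 ± 1.85 (SD, n = 2) to 15.1 ± 3.63 normalized reads, which are 2 and 9 reads without and 5 and 41 with doxorubicin), from 37203101 to 37203195 on chromosome 17 (1.98-fold), from 108300762 to 108300856 on chromosome 4 (1.84-fold), from 19080952 to 19081046 on chromosome 21 (1.80-fold) and from 74030484 to 74030578 on chromosome 10 (1.76-fold). Of the 49 scrambled sequences that rose, 9 (18.4%) match the p53 consensus motif, against 4 of the other 521 (0.768%; Fisher's exact test, two-sided, p = 6.9e-08). The count of 49 was 32 without doxorubicin replicate 1.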

To search for sequence properties of p53-bound regions responsible for distal enhancer regulation we calculated the sequence activity contribution of the MPRA oligonucleotide pool. Once again, the only determinant of regulatory activity we were able to distinguish was the p53 recognition motif (Figure 2D). These results indicate that p53-bound sequences can function as enhancer elements when located distant from transcription start sites. 

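In the Promoter-Distal pool too, the range between bases was widest within the motif. The range between bases averaged 0.274 over the 18 positions that the motif covers in at least 1 endogenous sequence and 0.0489 over the 77 others, 5.61 times as wide inside. All 18 passed the permutation test of shuffled fold inductions, and 4 positions outside them did. With only the 16 positions covered in every sequence taken as the motif, chosen after the values were seen, 16 inside and 6 outside passed. The widest range was 0.348 at position 42, where C was highest, against 0.0902 at position 87 outside the motif. Scrambled partners differ from endogenous sequences only within the motif, so the test over all sequences also picks up the contrast between these sets. Among endogenous sequences alone the range averaged 0.234 inside and 0.0792 outside the motif, and 13 motif positions and 41 others passed. Here too the inside values also reflect where the motif begins, so they cannot be set against the flanks.

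**Figure D2:**
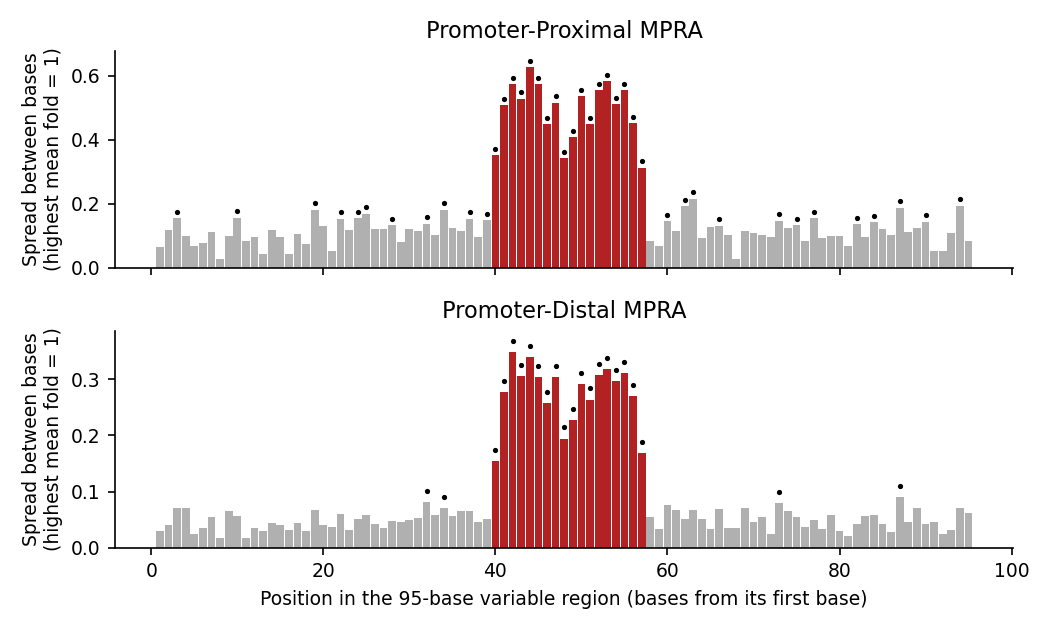
Range between the highest and the lowest base at each of the 95 positions, in units of the highest mean fold induction, for both MPRAs. Red bars are the 18 positions that the motif covers in at least 1 of the 570 endogenous sequences (position 40 in 77, position 57 in 10, the others in all), and dots mark positions past an adjusted p of 0.05 in the permutation test: 18 inside and 23 outside in the Promoter-Proximal MPRA, 18 inside and 4 outside in the Promoter-Distal MPRA.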

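Most sequences near known p53 targets rose in the Promoter-Distal pool on the authors' scaling. Of the 13 sequences whose nearest gene in Supplementary Table S6 is on a list, 11 rose, 1 fell and 1 did not pass (11 and 1 adjusted over the list alone; limma, adjusted p under 0.05). All 4 of them with a gene of the cell cycle arrest list rose: the p21 element, PLK2 (log2 fold change 0.77, standard error 0.03, adjusted p = 1e-29 from limma), CCNG1 (0.64) and PRDM1 (0.54). Of the 3 apoptosis sequences, AEN rose by 0.86 on the log2 scale and EDA2R by 0.12, while the sequence in an intron of BCL2L1, on chromosome 20 from 30266536 to 30266630, fell by 0.29 (adjusted p = 1.1e-06 from limma). That fall rests on the authors' scaling, since scaled to the median of the random sequences it was -0.0488 and did not pass (adjusted p = 0.397 from limma). DDB2 of the repair list rose by 0.25. Of the feedback list, MDM4 rose by 0.18, and CCNG1 is on this list as well. ATF3 rose by 0.54, and of 3 sequences in introns of KITLG those starting at 88939170 and 88953660 on chromosome 12 rose by 0.31 and 0.19, while the one starting at 88953550 did not pass (-0.07, adjusted p = 0.270 from limma, and 0.16, past the threshold at 0.0144, when scaled to the random sequences). With libraries scaled to their totals, the changes of MDM4, DDB2, EDA2R and the KITLG sequences at 88939170 and 88953660 turn negative. They were -0.23, -0.15, -0.28, -0.10 and -0.22, which are falls in the share of the library. Relative to their scrambled partners, 12 of the 13 rose and 0 fell (limma, 12 and 0 adjusted over the list alone). Of these nearest genes, 0 are on the metabolism list. Of the 9 more sequences that GENCODE places within a listed gene, looked up after their values were seen, 8 rose and 1 did not pass: the CDKN1A sequence from 36650382 to 36650476 on chromosome 6 rose by 0.42, that in GADD45A by 0.43, that in FAS by 0.39, that in ZMAT3 by 0.65 and that in TRIM22 by 0.58 (each with an adjusted p under 0.05 from limma), both in CCNG2 rose, and the BBC3 sequence did not pass. Relative to their partners 6 of the 9 rose, and the second CDKN1A and the FAS sequence did not pass (adjusted p = 0.496 and 0.251 from limma). limma also calls the BBC3 ratio lower, but this rests on 1, 6, 0 and 1 reads, with a counting error of 1.48 against a standard error of 0.173 from limma, so no fall can be read from it. Of the 291 sequences nearest to a large intergenic noncoding RNA, 228 rose and 33 fell (231 and 33 adjusted over the list alone). The paper concludes from the Promoter-Distal data that p53-bound sequences can also act as enhancers at a distance from transcription start sites.

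**Figure D3:**
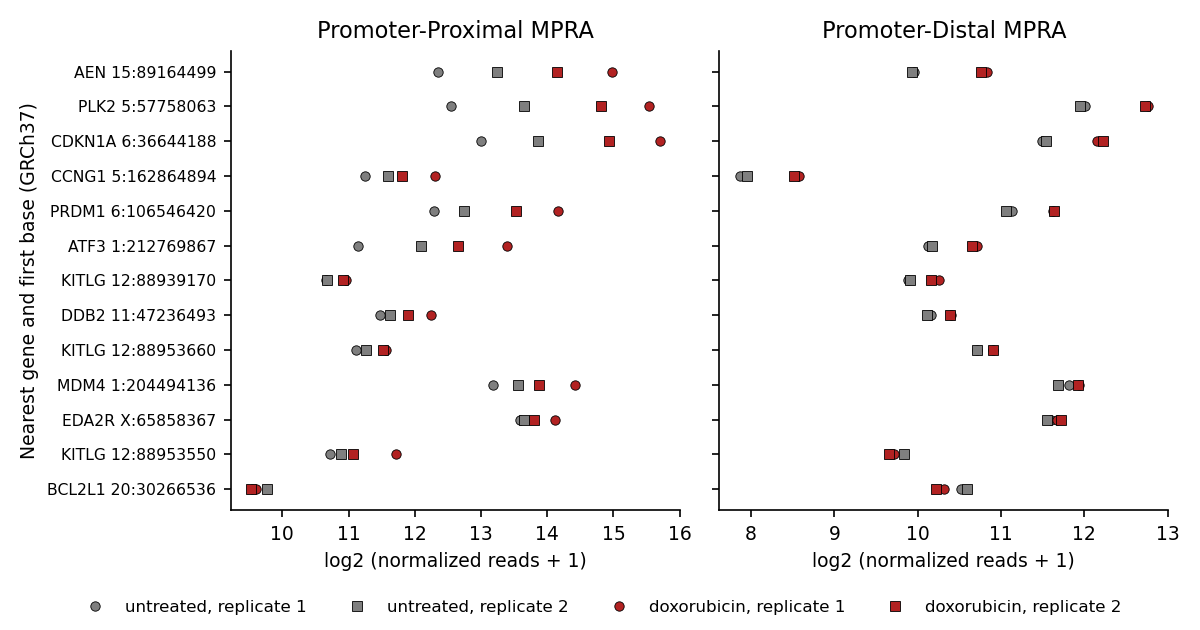
log2 normalized reads of the 13 endogenous sequences near listed genes in each of the 2 untreated (grey) and 2 doxorubicin (red) libraries, circles for replicate 1 and squares for replicate 2. In the Promoter-Distal MPRA replicates nearly coincide, and AEN, PLK2 and CDKN1A show the largest shifts, at 0.86, 0.77 and 0.68, on the authors' scaling.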

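In untreated fibroblasts, 499 of the 570 endogenous sequences (87.5%) stood above their scrambled partners in the Promoter-Distal pool. The median ratio was 1.97 (quartiles 1.32 and 2.96), and the mean log2 ratio was 0.99 (two-sided sign-flip permutation test across sequences, p = 1e-05, the smallest it can give). The untreated libraries gave nearly the same result, with 503 sequences above their partners in replicate 1 and 497 in replicate 2. Median normalized reads in the untreated libraries were 2413 and 2358 for endogenous, 2213 and 2233 for random and 1239 and 1214 for scrambled sequences, so the random sequences stood close to the endogenous ones, a gap that was not tested. The share of each vector in the DNA pool was not analysed here, so these levels are not corrected for it.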

As with the Promoter-Proximal MPRA, we found that expression from Promoter–Distal MPRA vectors corresponding to the endogenous sequences of p53 binding sites was significantly greater than the expression from their scrambled counterparts in untreated fibroblasts (Supplementary Figure S1D). This observation supports a general model whereby p53 is bound to recognition motifs in healthy cells and is poised for activation in response to DNA damage.

To further understand how the distance between a p53-bound sequence and a reporter gene promoter affects enhancer activity we compared the results from the Promoter–Proximal and Promoter–Distal MPRAs. 

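Induction was weaker for most sequences in the Promoter-Distal pool. Of the 570 endogenous sequences, 503 (88.2%) had a larger fold induction in the Promoter-Proximal pool than in the Promoter-Distal pool. The mean log2 difference was 0.65 (two-sided sign-flip permutation test across sequences, p = 1e-05, the smallest it can give), and it was 0.66 for the ratio to the scrambled partner. It ranged from 0.37 to 0.91 as each library was left out, with the lowest value without Promoter-Proximal doxorubicin replicate 1. Scrambled sequences showed no such difference, with a mean of -0.01 (p = 0.397, permutation). The Promoter-Distal vector also has the SV40 promoter in place of the minimal promoter, so position and promoter change together between the pools.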

In general, we found that the magnitude of enhancer activation in response to doxorubicin treatment was less pronounced using the Promoter–Distal MPRA approach (Figure 2E). However, we did observe a significant correlation between the enhancer activities of the sequences corresponding to p53 binding sites across approaches (Figure 2E). These data indicate that the ability of p53-bound sequences to enhance gene expression is independent from their distances to transcription start sites.

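Sequences that responded strongly in one pool did so in the other. Across the 570 endogenous sequences, which are not independent replicates of the treatment, Pearson's r between the log2 fold inductions was 0.787 and Spearman's rho was 0.861 (permutation tests, two-sided, p = 1e-05 for each, the smallest they can give). For the ratio to the scrambled partner, r was 0.668 and rho was 0.732. The scrambled sequences themselves had an r of 0.293 and a rho of 0.0821 (permutation p = 1e-05 for r, the smallest it can give, and 0.0504 for rho), and the 60 random sequences an r of -0.196 (permutation p = 0.124). Both pools carry the same variable sequences but were transfected and sequenced apart, so they share no library. From the comparison of both MPRAs, the paper concludes that p53-bound sequences enhance expression whatever their distance from the start site.

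**Figure D4:**
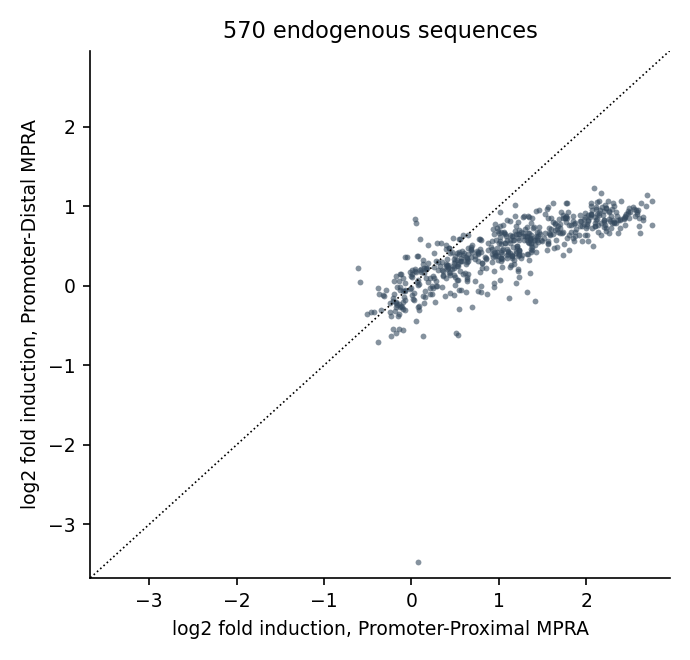
log2 fold induction of each of the 570 endogenous sequences in the Promoter-Proximal (horizontal) and Promoter-Distal MPRA (vertical), with a dotted line where both are equal. Most points lie below the line, and the lowest point is the sequence in BBC3, chosen after the values were seen. Its fold of 0.0901 rests on 1 and 6 reads without and 0 and 1 with doxorubicin, too few to read a change from.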

### p53 is bound to enhancers located within inaccessible chromatin

Having established that p53-bound sequences have the capacity to function as enhancer elements using MPRA enhancer screens, a transient reporter approach, we next characterized the regulatory potential of endogenous p53 binding sites using the assay for transposase-accessible chromatin using sequencing (ATAC-Seq). Briefly, ATAC-Seq utilizes transposon integration in live cells as a method for assaying chromatin accessibility (25). Following incubation with transposase, the sequence of the transposon can be used to generate high-throughput sequencing libraries that permit the identification of transposition sites throughout the genome. Chromatin accessibility can in turn be used as a proxy for the identification of active regulatory elements.

We cultured GM06170 fibroblasts in the presence of 500 nM doxorubicin for 12 h to activate the p53 response to DNA damage and performed ATAC-Seq. Across three biological replicates we achieved an average sequencing depth of 42 million mapped reads per sample in untreated fibroblasts and 62 million mapped reads per sample in doxorubicin-treated fibroblasts. In addition, <10% of the mapped reads in each sample aligned to mitochondrial DNA, a common contaminant in many ATAC-Seq experiments. 

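ATAC-Seq libraries of 3 untreated cultures and 3 cultures treated with 500 nM doxorubicin for 12 h stand behind the accessibility classes. The authors aligned reads to hg19 with Bowtie2, formed regions with Scripture and measured them with Cuffdiff2 as FPKM. Regions under 1 FPKM untreated and over 2 FPKM with doxorubicin were called pioneering. The deposited list examined here gives only the positions of regions that the authors had already pooled over replicates and classified, so it holds no value per library, and no test of accessibility was made. Positions are on hg19 and were compared with GRCh37 positions of the MPRA sequences.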

Our analyses identified three distinct classes of chromatin accessibility profiles surrounding p53 binding sites (Figure 3A). We found that 21% (565/2,638) of binding sites are accessible prior to doxorubicin treatment. These accessible regions, which we termed ‘constitutively accessible’, represent regulatory elements that are active in healthy fibroblasts. Of these constitutively accessible sites 43% (240/565) displayed a >2-fold increase in accessibility following DNA damage suggesting that p53 further increases the activity of these elements (Figure 3B). We found that 53% (302/565) of constitutively accessible binding sites exhibited no changes in accessibility while the remaining 4% (23/565) of these sites had a >2-fold decrease in accessibility following doxorubicin treatment (Figure 3B).

**Figure 3.**
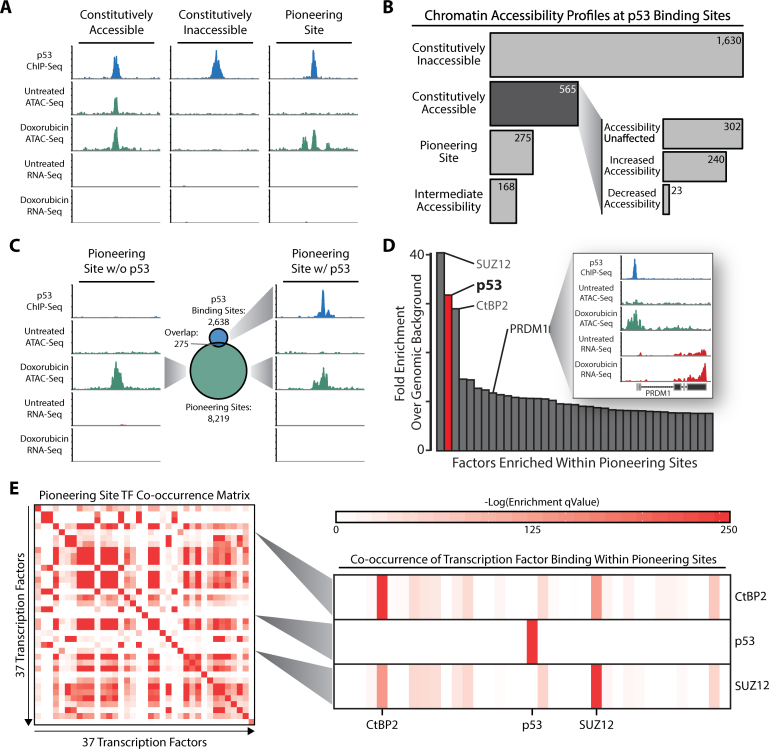
p53 regulates enhancer accessibility in response to DNA damage. (**A**) Examples of p53 binding sites within constitutively accessible chromatin, constitutively inaccessible chromatin, and pioneering sites. (**B**) Distribution of p53 binding sites within constitutively accessible chromatin, constitutively inaccessible chromatin, and pioneering sites. (**C**) Overlap of p53 binding sites and genome-wide pioneering sites. (**D**) Enrichment analysis of transcription factor binding sites within pioneering sites. (**E**) Analysis of transcription factor binding site co-occurrence significance within pioneering sites.

Surprisingly, we found that 62% (1,630/2,638) of p53 binding sites occur within regions of the genome that are inaccessible in both untreated and doxorubicin-treated fibroblasts (Figure 3A and B). These sites, which we termed ‘constitutively inaccessible’, demonstrate that p53 is bound to response elements even when located within inaccessible chromatin. The ability to bind to sites within inaccessible chromatin is a distinguishing property of a small class of transcription factors known as pioneering factors. Pioneering factors bind to response elements within condensed chromatin and can either directly or indirectly promote increases in accessibility that permits the subsequent binding of additional regulatory factors, a process we refer to hereafter as ‘pioneering activity’ (26). While most p53 binding sites remain inaccessible in both untreated and doxorubicin-treated cells, we hypothesized that p53 may function as a pioneering factor at a subset of binding sites during the DNA damage response. Indeed, we found that chromatin surrounding 10% (275/2,638) of p53 binding sites shifts from inaccessible to accessible in response to DNA damage (Figure 3A and B). These regions, which we termed ‘pioneering sites’, suggest that p53 has the capacity to function as a pioneering factor and modulate changes in chromatin accessibility in response to DNA damage. 

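The deposited list holds 275 p53-bound pioneering regions, which cover 226272 bases in all. Their median length is 783 bases (quartiles 658.5 and 951.5, range 182 to 2042). In the part of Supplementary Table S4 that could be read, 1999 of 2638 binding sites, 223 sites are classed as pioneering and every one overlaps a region of the list. Of the 421 accessible, 1225 inaccessible and 130 intermediate sites, 0 overlap a region. The paper proposes from these regions that p53 can act as a pioneering factor.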

The remaining 168 p53 binding sites that were not classified in one of the previously described categories were termed as ‘intermediate accessibility’. Many of these regions resembled pioneering sites but did not meet the stringent criteria used for classification in our ATAC-Seq analyses.

### p53 regulates enhancer accessibility in response to DNA damage

To further understand how pioneering activity at p53 binding sites relates to pioneering activity across the genome we performed a global analysis of DNA damage-induced pioneering sites. 

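Of the 275 p53-bound pioneering regions, 89 hold at least 1 of the 570 endogenous MPRA sequences. These are 95 sequences (16.7% of the 570), each wholly inside its region, among them an intron sequence of KITLG on chromosome 12 from 88939170 to 88939264 and the PRDM1 sequence on chromosome 6.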

We identified 8,219 regions in the genome that displayed clear signs of pioneering activity, 275 of which are bound by p53 (Figure 3C). Because relatively few pioneering sites are bound by p53 we next searched for additional transcription factors that might contribute to the changes in chromatin accessibility at these regions. Using publicly available ChIP-Seq data sets collected from a variety of cell types we found that binding sites for 37 factors are significantly enriched within pioneering sites (Figure 3D). Despite the relatively low fraction of p53 binding events that occur within pioneering sites (275/8,219), p53 was among the most enriched factors within these regions relative to genomic background. The only factors enriched at levels comparable to p53 were SUZ12 and CtBP2. Both of these factors have known repressive functions and their enrichment at pioneering sites likely results from a role in keeping these genomic regions silent in the cell type from which their respective ChIP-Seq data were generated. Interestingly, we found that two transcription factors enriched within pioneering sites (PRDM1 and ATF3) are both direct transcriptional targets of p53 (Figure 3D). This observation suggests that, in addition to driving changes in chromatin accessibility surrounding its own binding sites, p53 induces the expression of genes that further reshape the chromatin landscape of the genome.

To characterize potential interactions between transcription factors bound to pioneering sites we next evaluated transcription factor binding site co-occurrence between all factors that are significantly enriched within pioneering sites. For 36 of the 37 factors analyzed we observed significant co-occurrence with two or more additional factors at pioneering sites (Figure 3E). Although none of the factors included in our analysis have similar consensus motifs, many of them (i.e. SUZ12 and CtBP2) shared similar co-occurrence patterns. In contrast, p53 was the only factor that exhibited no significant co-occurrence with any other factors. This indicates that pioneering activity by p53 does not require the presence of additional factors. Moreover, these p53-regulated enhancers appear to be controlled exclusively by p53 and do not crosstalk with other regulatory networks. Collectively, these results demonstrate that p53 regulates chromatin accessibility at enhancer elements during the DNA damage response.

To confirm that p53 has the capacity to function as a pioneering factor we used existing ATAC-Seq datasets to profile changes in chromatin accessibility at p53 binding sites in IMR90 fibroblasts treated with nutlin (15). Importantly, nutlin and doxorubicin increase p53 expression through distinct mechanisms. Doxorubicin treatment results in DNA double-strand breaks and leads to activation of the p53-mediated DNA damage response. In contrast, nutlin inhibits Mdm2-mediated degradation of p53 resulting in increased p53 protein expression (27). Using our ATAC-Seq analysis pipeline we found that chromatin accessibility profiles at p53 binding sites were similar across cell lines and treatments. For example, regions corresponding to constitutively inaccessible and pioneering sites in GM06170 fibroblasts displayed significantly lower ATAC-Seq read coverage in DMSO-treated IMR90 fibroblasts when compared to regions corresponding to constitutively accessible sites (Supplementary Figure S2A). Consistent with our findings in doxorubicin-treated fibroblasts, treatment with nutlin resulted in significant increases in chromatin accessibility at regions corresponding to pioneering sites (Supplementary Figure S2B). Examples of chromatin accessibility profiles at p53 binding sites are shown in Supplementary Figure S2C. These observations further support a direct role for p53 in modulating chromatin accessibility.

### Pioneering activity by p53 uncovers a potent class of enhancers

To characterize the relationship between chromatin accessibility and regulatory activity in response to DNA damage we integrated our MPRA enhancer screens with ATAC-Seq profiles. Of the 570 genomic regions represented in our MPRA library 34 corresponded to regions of constitutively accessible chromatin, 445 corresponded to regions of constitutively inaccessible chromatin, and 91 corresponded to pioneering sites. 

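Supplementary Table S6 gives an accessibility class for the region of each endogenous sequence. Of the 570, 75 are constitutively accessible, 352 constitutively inaccessible, 95 pioneering and 48 of intermediate accessibility. The 95 are the same sequences that overlap the deposited list of pioneering regions. Among the sequences near listed p53 targets, those of CDKN1A, DDB2, AEN, CCNG1, ATF3 and EDA2R are accessible, those of PRDM1 and BCL2L1 are pioneering, that of MDM4 is inaccessible and that of PLK2 is intermediate.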

An example of three proximal pioneering sites bound by p53 is shown in Figure 4A. Promoter–Proximal MPRA vectors corresponding to two of these sites (the third site was not represented in our MPRA oligonucleotide pool) revealed that these sequences have significant regulatory potential (Figure 4B and C). 

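Both chromosome 4 sequences of Figure 4 responded in the Promoter-Proximal pool. They are the 95-base sequences ending at 78254313 and 78263816, in an intron of CCNG2 in the GENCODE annotation. The first is classed as pioneering and the second as inaccessible in Supplementary Table S6. The first went from 17498 ± 10674 (SD, n = 2) to 94985 ± 41240 normalized reads (SD, n = 2), or 5.43-fold, and its ratio to the scrambled partner rose by 2.82 on the log2 scale (standard error 0.64, adjusted p = 0.00012 from limma). The second went from 22524 ± 15155 (SD, n = 2) to 138672 ± 47116 (SD, n = 2), or 6.16-fold, with a rise in log2 ratio of 2.85 (standard error 0.78, adjusted p = 0.00098 from limma). Tested without their partners, both missed the threshold, with adjusted p of 0.0739 and 0.0732 from limma, and without untreated replicate 1 both ratios did as well (adjusted p = 0.271 from limma for each).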

Promoter-Distal MPRA vectors corresponding to these sites confirmed that these sequences also regulate gene expression from distal sites, further indicating that they are functional enhancer elements (Figure 4D and E). 

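In the Promoter-Distal pool the chromosome 4 sequence ending at 78254313 rose from 11024 ± 72.1 (SD, n = 2) to 18783 ± 102 normalized reads (SD, n = 2), with a log2 fold change of 0.77 (standard error 0.02, adjusted p = 3.5e-35 from limma). The sequence ending at 78263816 rose from 8168 ± 176 (SD, n = 2) to 16828 ± 629 (SD, n = 2), with a log2 fold change of 1.04 (standard error 0.03, adjusted p = 2.3e-39 from limma).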

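The scrambled partners of the chromosome 4 sequences ending at 78254313 and 78263816 did not pass limma's test in either pool. In the Promoter-Proximal pool they stood at 0.814 and 0.941 of their untreated values (adjusted p = 0.0951 and 0.415 from limma), and in the Promoter-Distal pool at 0.982 and 0.992 (adjusted p = 0.669 and 0.851 from limma). This rests on the authors' scaling. Scaled to the median of the random sequences, their Promoter-Distal log2 fold changes were 0.21 and 0.23 and passed (adjusted p = 0.00106 and 0.00017 from limma), and scaled to library totals they were -0.43 and -0.42 there and -1.55 and -1.33 in the Promoter-Proximal pool, all past the threshold.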

As seen previously, analogous MPRA vectors containing scrambled p53 motifs were not responsive to DNA damage (Figure 4B–E).

**Figure 4.**
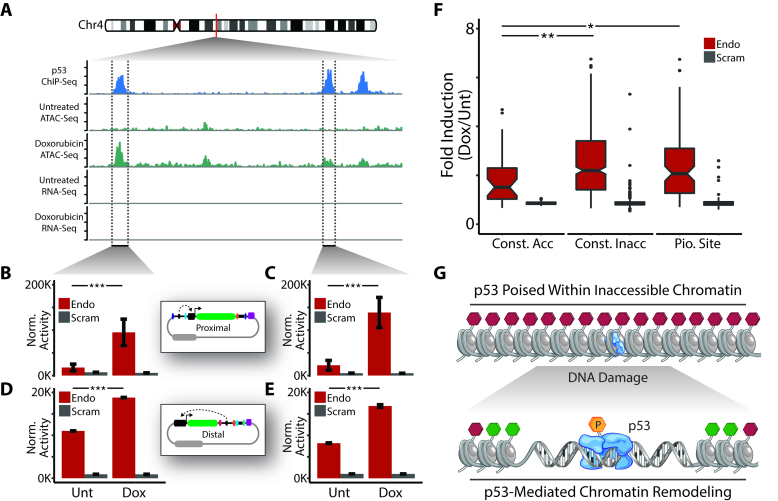
Pioneering activity by p53 uncovers a potent class of enhancers. (**A**) Examples of p53 binding at pioneering sites. (**B**–**E**) MPRA analysis of enhancer activity from pioneering sites in response to doxorubicin treatment using (B, C) Promoter–Proximal and (D, E) Promoter–Distal MPRA methods. Error bars indicate SEM (*n* = 2). *P*-values were calculated using the Wald test. ***P < 0.001. (**F**) Promoter–Proximal MPRA analysis of enhancer activity from all sequences in the MPRA oligonucleotide library (categorized by chromatin accessibility) in response to doxorubicin treatment. *P*-values were calculated using the two-tailed unpaired Student's *t*-test with equal variances. **P < 0.01, *P < 0.05. (**G**) Model for mechanism of enhancer regulation by p53. Hexagons represent putative histone modifications (red = repressive, green = active).

We then compared chromatin accessibility profiles with the activity of endogenous p53 binding sites by evaluating expression changes for nearby genes in response to DNA damage. Specifically, we incorporated our previously described analysis of differential gene expression in response to treatment with doxorubicin and compared expression changes for genes with transcription start sites that occur within 2 kb (upstream or downstream) of p53 binding sites (Supplementary Table S4) (13). Consistent with our chromatin accessibility profiles, we found that genes located near constitutively accessible and pioneering sites displayed significantly greater levels of induction in response to doxorubicin treatment as compared to genes located near constitutively inaccessible sites (Supplementary Figure S3A). Furthermore, induction of genes near pioneering sites was significantly greater than that of genes located near constitutively accessible sites (Supplementary Figure S3A). We also found that genes located near p53-bound pioneering sites display lower basal expression levels than those located near constitutively accessible sites (Supplementary Figure S3B). Expression of genes near constitutively inaccessible sites was similar to those near constitutively accessible sites indicating that genes in these sets are likely regulated by factors independent of p53 (Supplementary Figure S3B).

As an alternative method for monitoring endogenous enhancer activity we used existing datasets to profile enhancer RNA (eRNA) production at p53 binding sites. Briefly, eRNAs are noncoding RNA transcripts derived from enhancer elements and their expression is positively correlated with enhancer activity (28). A genome-wide map of eRNA production in response to p53 stabilization has recently been reported (14). While this dataset was generated using cancer cells treated with nutlin as opposed to normal fibroblasts treated with doxorubicin, we reasoned that general properties of p53 activity might be preserved across studies.

To evaluate basal enhancer activity we compared eRNA expression levels in DMSO-treated cells at regions corresponding to p53 binding sites profiled in our study (Supplementary Table S5). We found that regions corresponding to constitutively accessible p53 binding sites exhibit significantly higher basal eRNA expression levels than regions corresponding to constitutively inaccessible and pioneering sites (Supplementary Figure S4A). Stabilization of p53 resulted in significant induction of eRNA expression at p53-bound pioneering sites (Supplementary Figure S4B). In contrast, eRNA expression at the majority of constitutively accessible and constitutively inaccessible sites was not impacted by p53 stabilization (Supplementary Figure S4B). Examples of eRNA production at p53 binding sites are shown in Supplementary Figure S4C. These observations indicate that p53-bound pioneering sites represent enhancer elements that are inactive under normal conditions, but are poised for activation in response to p53 stabilization/activation.

Our previous analyses of both Promoter-Proximal and Promoter-Distal MPRA approaches, and more specifically at the p21 promoter, revealed that p53 is bound to response elements in untreated cells (Supplementary Figure S1A–D). To determine if this generalization applies to pioneering sites we performed a targeted analysis on an enhancer located on chromosome 1 (Supplementary Figure S5A). 

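The enhancer on chromosome 1 gave more reporter RNA after doxorubicin in both pools, and its scrambled partner rose in the Promoter-Distal pool on the authors' scaling. Its 95-base sequence runs from 9242165 to 9242259 within a p53 binding site from 9241063 to 9242710, in exons of the noncoding RNA genes MIR34AHG and LNCTAM34A, which are read from opposite strands. LNCTAM34A begins at 9242063 on the plus strand, so the 95-base sequence also lies near the start of that gene. Whether the sequence acts there as a promoter was not tested. MIR34A, the microRNA gene inside MIR34AHG, lies from 9211727 to 9211836. The amplicon of the ChIP-qPCR primers spans 9242038 to 9242167. In the Promoter-Proximal pool the sequence went from 3014 ± 1502 (SD, n = 2) to 12872 ± 5931 normalized reads (SD, n = 2), or 4.27-fold, and its ratio to the scrambled partner rose by 2.18 on the log2 scale (standard error 0.62, adjusted p = 0.00151 from limma). Tested without its partner it missed the threshold (adjusted p = 0.0709 from limma), and without untreated replicate 1 the ratio did as well (adjusted p = 0.296 from limma). In the Promoter-Distal pool it rose from 623 ± 1.21 (SD, n = 2) to 1465 ± 40.7 (SD, n = 2), or 2.35-fold, the largest increase of the 570 endogenous sequences (log2 1.23, standard error 0.06, adjusted p = 3.4e-27 from limma). There the scrambled partner rose too, from 84.1 ± 4.21 (SD, n = 2) to 139 ± 5.97 (SD, n = 2), or 1.65-fold (adjusted p = 8.2e-05 from limma), although not past the threshold with libraries scaled to their totals (log2 0.31, adjusted p = 0.0668 from limma), and the ratio of the pair rose by 0.52 (standard error 0.07, adjusted p = 3.6e-05 from limma). In the Promoter-Proximal pool the partner stood at 0.962 of its untreated value.

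**Figure D5:**
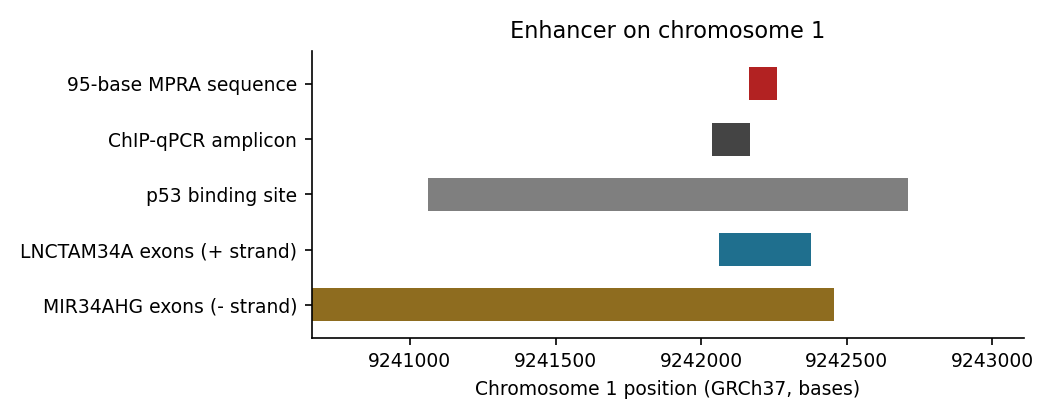
Map of the chromosome 1 enhancer on GRCh37, in bases, with the exons of MIR34AHG and LNCTAM34A merged over transcripts, the p53 binding site from 9241063 to 9242710, the ChIP-qPCR amplicon and the 95-base MPRA sequence. The MPRA sequence lies inside the binding site and inside exons of both genes, near the start of LNCTAM34A at 9242063.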

Promoter–Proximal and Promoter–Distal MPRA experiments confirmed that this region functions as an enhancer element (Supplementary Figure S5B and C). Using ChIP-qPCR we were able to detect p53 occupancy on the endogenous enhancer in both untreated and doxorubicin-treated fibroblasts (Supplementary Figure S5D). In contrast, there was a significant increase in the level of activated p53 (phospho-p53-Ser15) coinciding with the observed increase in chromatin accessibility at this site (Supplementary Figure S5E). These findings demonstrate that p53 is bound to enhancers within inaccessible chromatin and poised for activation in response to DNA damage.

Finally, we used our MPRA enhancer screen data to compare the regulatory potential of p53 binding sites based on their endogenous chromatin accessibility profiles. 

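In the Promoter-Proximal pool, median fold induction was 1.57 for the 75 endogenous sequences of constitutively accessible chromatin, 2.06 for the 95 of pioneering sites, 2.22 for the 352 of constitutively inaccessible chromatin and 2.30 for the 48 of intermediate accessibility. The mean log2 fold induction of pioneering sequences lay 0.20 above that of accessible ones, which a two-sided permutation test did not separate (p = 0.119, and 0.119 adjusted over 3 comparisons). Relative to their scrambled partners, 43 accessible (57.3%) and 55 pioneering sequences (57.9%) rose at an adjusted p under 0.05 from limma. The median change of this ratio was 1.87-fold for accessible and 2.51-fold for pioneering sequences, with 2.49-fold for inaccessible ones. These medians are given without a test. Among sequences near listed p53 targets, the accessible ones of CDKN1A, AEN, ATF3, CCNG1, DDB2 and EDA2R stood at 3.65, 3.38, 2.58, 1.56, 1.45 and 1.28 times their untreated values, and the pioneering ones of PRDM1, KITLG and BCL2L1 at 2.54, 1.21 and 0.937.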

We found that Promoter-Proximal MPRA vectors containing sequences located at pioneering sites display significantly greater induction in response to DNA damage than those containing sequences located within regions of constitutively accessible chromatin (Figure 4F, Supplementary Table S6). Interestingly, Promoter-Proximal MPRA vectors corresponding to sequences located within constitutively inaccessible chromatin were induced at levels comparable to those containing sequences located at pioneering sites (Figure 4F). 

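Inaccessible sequences were induced more than accessible ones, by 0.35 on the log2 scale (two-sided permutation test across sequences, p = 0.00049, adjusted p = 0.00147), and 245 of 352 (69.6%) rose relative to their scrambled partners. Pioneering sequences lay 0.16 below inaccessible ones (difference -0.16, permutation p = 0.0919, adjusted p = 0.119). MDM4 in inaccessible chromatin stood at 1.73 times its untreated value, and 2 inaccessible KITLG sequences at 1.54 and 1.28.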

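In the Promoter-Distal pool the classes stood in the same order, with median fold inductions of 1.26 for accessible, 1.37 for pioneering, 1.45 for inaccessible and 1.49 for intermediate sequences. Pioneering sequences lay 0.17 above accessible ones on the log2 scale (two-sided permutation test, p = 0.0186, adjusted p = 0.0279 over 3 comparisons), and inaccessible ones 0.22 above (p = 3e-05, adjusted p = 9e-05). The first difference was 0.12 without doxorubicin replicate 2 and 0.13 for the ratio to the scrambled partner, and neither passed (adjusted p = 0.0612 and 0.135, permutation). It also leaned on sequences with few reads: without the BBC3 sequence, the lowest of the accessible ones, it was 0.12 (adjusted p = 0.0703, permutation), and with a mean of at least 500 normalized reads 0.0968 (adjusted p = 0.121), 2 alternatives chosen after the values were seen. Pioneering and inaccessible sequences were not separated (difference -0.05, permutation p = 0.209). As single sequences, 50 of the accessible (66.7%), 75 of the pioneering (78.9%), 293 of the inaccessible (83.2%) and 38 of the intermediate sequences (79.2%) rose at an adjusted p under 0.05 from limma, AEN among the accessible and the chromosome 1 enhancer among the pioneering. The paper concludes from its results as a whole that p53 stands ready at enhancers that inaccessible chromatin keeps silent.

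**Figure D6:**
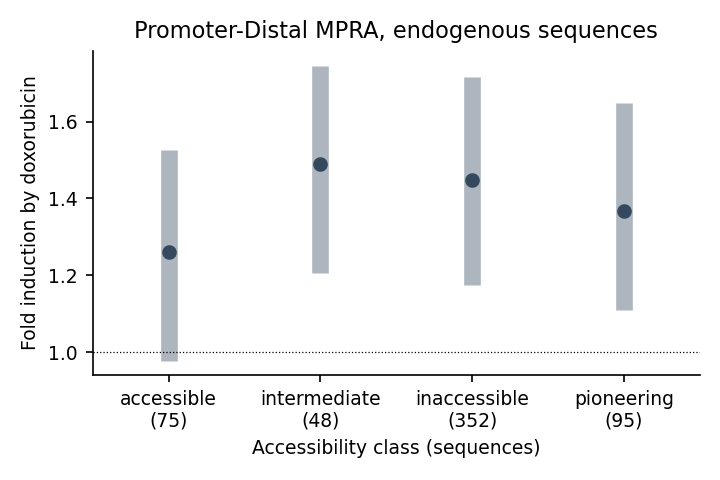
Fold induction by doxorubicin in the Promoter-Distal MPRA for endogenous sequences of each accessibility class, with a point at the median, a bar from the lower to the upper quartile and the number of sequences under each class. The medians run from 1.26 in accessible to 1.49 in intermediate sequences.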

We observed similar results when comparing chromatin accessibility profiles with activity from Promoter-Distal MPRA vectors (Supplementary Table S7). Altogether, our results demonstrate that p53 is poised on a potent class of enhancers that are silenced within inaccessible chromatin but primed for activation in response to DNA damage.

## DISCUSSION

The regulation of gene expression by p53 has been studied extensively in the context of binding events that occur within gene promoters. Several recent studies, however, have found that p53 binding sites occur predominantly within regulatory enhancer elements (11,13,14). The ability of p53-bound sequences to function as enhancer elements has not been thoroughly explored. Here, we have utilized several recently described approaches in functional genomics to characterize enhancer activity from p53-bound sequences throughout the genome. We have designed and performed a series of MPRA enhancer screens and experimentally validated hundreds of p53-regulated enhancers. Moreover, we have incorporated the use of ATAC-Seq and uncovered a previously unappreciated role for p53 in the modulation of chromatin accessibility at enhancer elements during the DNA damage response.

In our MPRA enhancer screens we found that the vast majority of the genomic sequences that are bound by p53 display some level of enhancer induction in response to DNA damage. This enhancer activity is preserved regardless of the distance between the p53-bound sequence and the transcription start site of the reporter gene being regulated. While we did observe differences in the degree of enhancer activity between the many sequences we investigated, we were unable to identify any specific sequence features that explain these variations. In fact, the only distinguishable sequence property associated with enhancer activity during the DNA damage response was the presence of a p53 recognition motif. In the absence of a p53 recognition motif responsiveness to DNA damage was completely ablated, further demonstrating that p53 is the sole factor that modulates enhancer activity. Supporting our observations, an independent report published during the course of our study described the use of multiplexed reporter assays to profile enhancer activity from p53-bound regions and identified a large class of enhancers that are characterized by single p53 binding sites (29).

Interestingly, our enhancer screen revealed that p53 is poised on response elements prior to the induction of DNA damage. We confirmed at two independent endogenous loci (one promoter and one enhancer) that p53 is indeed bound prior to the induction of DNA damage. Previous reports have shown that p53 binds to a specific subset of gene promoters and recruits components of the transcription initiation complex in healthy cells (14,30,31). Our findings extend this property of p53 to regulatory enhancer elements. Furthermore, we demonstrate that the presence of poised p53 is sufficient to transform bound sequences into functional enhancer elements that are responsive to DNA damage.

While our MPRA enhancer screens succeeded in uncovering novel aspects of p53 biology, there were also some clear distinctions between the enhancer activities from MPRA expression vectors and endogenous p53-bound sequences. Specifically, we observed that many sequences in our MPRA oligonucleotide pool that exhibited significant enhancer induction in response to DNA damage actually corresponded to genomic regions located within constitutively inaccessible, thus inactive, chromatin. These differences demonstrate that the MPRA is a powerful tool for evaluating the functional potential of DNA sequences, but the actual regulatory capacity of an endogenous genomic sequence is ultimately dictated by the surrounding chromatin landscape. These are important considerations to take into account during the design and interpretation of MPRA-based approaches.

Perhaps the most striking discovery in our study was that p53 appears to function as a pioneering factor, binding to response elements located within inaccessible chromatin and modulating changes in chromatin accessibility in response to DNA damage. In contrast to previous reports demonstrating that p53 can bind to genomic regions with high nucleosome occupancy in response to DNA damage, we observe that p53 is stably bound within inaccessible chromatin in healthy cells (15,32). Whether p53 binds to these regions while chromatin is inaccessible, as opposed to binding during periods of transient accessibility, remains to be determined. Intriguingly, we find that pioneering activity only occurs at a subset of p53-bound enhancers suggesting that p53 binding is not sufficient for chromatin remodeling. However, we were unable to identify any specific sequence features or binding sites for regulatory co-factors that were predictive of pioneering activity.

We propose that p53 is poised within inaccessible chromatin in an inactive state and that p53 activation (via post-translational modification) in response to DNA damage promotes chromatin remodeling (Figure 4G). In this model pioneering activity would be governed by the activation status of p53 as opposed to just the binding status. The specific loci where pioneering activity occurs may be determined by the physical proximity of p53-modifying enzymes within the nucleus. Alternatively, p53-modifying enzymes may possess inherent selectivity towards p53 molecules that are bound to specific sites in the genome.

Finally, we present several lines of evidence demonstrating that p53 binding sites associated with pioneering activity comprise a highly potent class of p53-regulated enhancers. We find that genes located near p53-bound pioneering sites display significantly higher levels of induction in response to DNA damage as compared to genes near constitutively accessible or constitutively inaccessible binding sites. Furthermore, we observe significant increases in eRNA expression from p53-bound pioneering sites following p53 stabilization. Lastly, our MPRA screens revealed that the sequences of p53-bound pioneering sites display significantly greater enhancer activity during the DNA damage response as compared to the sequences of constitutively accessible p53 binding sites.

The potent enhancer activity from p53-bound pioneering sites could not be attributed to the presence of binding sites for any specific regulatory co-factors or other sequence properties. Rather, we hypothesize that constitutively accessible genomic regions contain binding sites for a large array of regulatory factors and that p53 must compete with all of these factors to modulate enhancer activity. Conversely, sequences located within inaccessible chromatin are less likely to contain response elements for as many regulatory factors. Therefore, the elevated enhancer activity from sequences located within pioneering sites may result from the lack of regulatory competition with other factors as opposed to the presence of any single co-factor. This regulatory competition would also explain the overall variation in the enhancer activity we observed in our MPRA enhancer screens.

In conclusion, our findings have shown that p53 binding sites throughout the genome can function as DNA damage-responsive enhancer elements. Moreover, we have uncovered a previously unappreciated role for p53 in the modulation of chromatin accessibility at enhancers during the DNA damage response. The ability to bind and activate regulatory elements located within inaccessible chromatin may explain how p53 can effectively mediate cellular stress responses across a wide variety of tissues and cell types that harbor diverse chromatin landscapes.

## ACCESSION NUMBERS

The Gene Expression Omnibus accession number for the MPRA and ATAC-Seq data reported in this paper is GSE83780.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: p53 regulates enhancer accessibility and activity in response to DNA damage
**Source:** Nucleic Acids Res. 2017 Jul 13;45(17):9889–900. doi: 10.1093/nar/gkx577
**Supplement:** Supplementary Data

**Supplemental Figure Legends**

**Supplemental Figure S1. p53 is poised on recognition motifs in healthy fibroblasts**

(A and B) ChIP-qPCR analysis of (A) p53 and (B) phospho-p53 occupancy at the p21 promoter following doxorubicin treatment. Error bars indicate SEM (n = 3). P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (***) P<0.001. (C and D) MPRA analysis of basal enhancer activity from all sequences in the MPRA oligonucleotide library in untreated cells using (C) Promoter-Proximal and (D) Promoter-Distal MPRA methods. P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (***) P<0.001.

**Supplemental Figure S2. p53 regulates chromatin accessibility in response to nutlin treatment**

(A) Basal ATAC-Seq read coverage at p53 binding sites in DMSO-treated IMR90 fibroblasts (categorized by chromatin accessibility in GM06170 fibroblasts). P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (***) P<0.001. (B) Differential ATAC-Seq read coverage at p53 binding sites in nutlin-treated IMR90 fibroblasts (categorized by chromatin accessibility in GM06170 fibroblasts). P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (***) P<0.001. (C) Examples of chromatin accessibility profiles at p53 binding sites within constitutively inaccessible chromatin, constitutively accessible chromatin, and pioneering sites in IMR90 fibroblasts.

**Supplemental Figure S3. Pioneering activity at p53-bound enhancers is associated with gene activation**

(A) Differential expression of genes located near p53 binding sites (categorized by chromatin accessibility) in response to doxorubicin treatment. P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (**) P<0.01, (*) P<0.05. (B) Basal expression of genes located near p53 binding sites (categorized by chromatin accessibility). P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (***) P<0.001 , (**) P<0.01.

**Supplemental Figure S4. Pioneering activity at p53-bound enhancers is associated with enhancer activation**

(A) Basal eRNA expression at p53 binding sites in untreated fibroblasts (categorized by chromatin accessibility). P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (***) P<0.001, (*) P<0.05. (B) Differential eRNA expression at p53 binding sites (categorized by chromatin accessibility) in response to doxorubicin treatment. P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (***) P<0.001, (**) P<0.01, (*) P<0.05. (C) Examples of eRNA expression from p53 binding sites within constitutively inaccessible chromatin, constitutively accessible chromatin, and pioneering sites.

**Supplemental Figure S5. p53 is poised on enhancers within inaccessible chromatin**

(A) Example of p53 binding at a pioneering site. (B) Promoter-Proximal MPRA corresponding to selected enhancer locus. (C) Promoter-Distal MPRA corresponding to selected enhancer locus. (D) ChIP-qPCR analysis of p53 occupancy at selected enhancer locus in response to DNA damage. Error bars indicate SEM (n = 3). (E) ChIP-qPCR analysis of phospho-p53 occupancy at selected enhancer locus in response to DNA damage. Error bars indicate SEM (n = 3). P-values were calculated using the two-tailed unpaired Student’s t-test with equal variances. (**) P<0.01.

**Supplemental Table S1. Sequences of MPRA oligonucleotide pool**

**Supplemental Table S2. Promoter-Proximal MPRA results**

**Supplemental Table S3. Promoter-Distal MPRA results**

**Supplemental Table S4. p53 binding sites (chromatin accessibility and differential gene expression)**

**Supplemental Table S5. p53 binding sites (chromatin accessibility and differential enhancer RNA expression)**

**Supplemental Table S6. p53 binding sites (chromatin accessibility and Promoter-Proximal MPRA expression)**

**Supplemental Table S7. p53 binding sites (chromatin accessibility and Promoter-Distal MPRA expression)**

**Supplemental Table S8. PCR primers and conditions**

# Supplementary material for: p53 regulates enhancer accessibility and activity in response to DNA damage
**Source:** Nucleic Acids Res. 2017 Jul 13;45(17):9889–900. doi: 10.1093/nar/gkx577
**Supplement:** Supplementary Data

**Supplemental Materials and Methods**

**Oligonucleotide library design**

We designed 150-mer oligonucleotides containing: (a) a universal primer site, (b) a 95-base variable sequence, (c) recognition sequences for KpnI and XbaI restriction enzymes, (d) a 10-base tag sequence, and (e) a second universal primer site. Variable sequences in the library were designed based on p53 binding sites we previously identified by ChIP-Seq. Binding sites were prioritized by depth of read coverage in ChIP-Seq experiments and filtered by the presence of a p53 consensus motif (specifically [A/G]C[A/T][A/T]G[C/T][C/T][2–4 Spacer Nucleotides][G/A][G/A]C[A/T][A/T]G[T/C]). We extracted 95-base sequences (centered around the detected p53 consensus motif) and further screened for those that did not interfere with our subsequent cloning strategy. Specifically, we selected the top 570 p53-bound genomic sequences that lacked recognition sites for the restriction enzymes SfiI, KpnI, and XbaI. In addition, we designed 570 analogous sequences corresponding to the selected p53 binding sites in which the p53 consensus motif was randomly scrambled (retaining nucleotide content), ensuring that the scrambled sequence did not give rise to recognition sites for SfiI, KpnI, XbaI, or p53. 

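In the deposited tables, 13 of the 570 scrambled sequences match the p53 consensus motif of the design with its spacer of 2 to 4 bases, on either strand and anywhere in the 95 bases, and 37 match it with at most 1 mismatch. Among the 60 random sequences 0 match it and 1 does with at most 1 mismatch. A match can come from the scrambled bases or from a second motif in the flank, which scrambling leaves in place.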

In parallel, we designed 60 fully randomized 95-base sequences that: (a) lacked recognition sites for the restriction enzymes SfiI, KpnI, and XbaI, (b) lacked a p53 consensus motif, and (c) did not align to the human genome. Each of the 1,200 previously described 95-base variable sequences was represented in the oligonucleotide library with 10 distinct 10-base tag sequences, totaling 12,000 unique oligonucleotide sequences in the final library. Tag sequences were designed such that each tag: (a) contained all 4 bases, (b) did not contain regions with more than 4 consecutive identical nucleotides, (c) did not contain recognition sequences for XbaI or KpnI restriction enzymes, (d) did not contain known human miRNA seed sequences (obtained from miRBaseV21), and (e) was represented only once in the oligonucleotide library. Sequences of the oligonucleotide library are listed in Supplemental Table S1.

**Promoter-Proximal Oligonucleotide library amplification**

The oligonucleotide library was amplified by PCR with Q5 High-Fidelity DNA Polymerase (NEB) and primers targeting the universal primer sequences within the oligonucleotides. To preserve library complexity PCR was performed using the Micellula DNA Emulsion & Purification Kit (Roboklon). Primer sequences were designed to incorporate SfiI recognition sequences at both sides of each oligonucleotide. The resulting PCR products were size-selected using Agencourt AMPure XP beads (Beckman Coulter).

**Promoter-Proximal MPRA empty plasmid backbone construction**

The empty plasmid backbone for the MPRA plasmid pool was designed using pGL4.23[luc2/minP] (Promega) as a template. The pGL4.23[luc2/minP] backbone was PCR amplified using PfuUltra II Fusion HS DNA Polymerase (Agilent) with a phosphorylated primer targeting immediately downstream of the XbaI site (downstream of the luc2 gene) and a phosphorylated primer targeting the HindIII site (upstream of the minimal promoter). The resulting PCR product was self-ligated using Quick T4 DNA Ligase (NEB) and transformed into One Shot MAX Efficiency DH5alpha-T1R Competent Cells (Life Technologies). The empty plasmid backbone was isolated using the QIAGEN Plasmid Plus Maxi Kit (Qiagen).

**Promoter-Proximal MPRA plasmid pool cloning**

The MPRA empty plasmid backbone and the oligonucleotide library were digested with SfiI (NEB). The digested backbone was purified using the QIAquick PCR Purification Kit (Qiagen) and the digested oligonucleotide library was isolated using the MinElute PCR Purification Kit (Qiagen). The resulting digested products were ligated overnight with concentrated T4 DNA Ligase (NEB). The entire ligation reaction was transformed into One Shot MAX Efficiency DH5alpha-T1R Competent Cells (Life Technologies) and the resulting MPRA plasmid pool (Promoter-Proximal) was isolated using the QIAGEN Plasmid Plus Maxi Kit (Qiagen).

**Promoter-Proximal MPRA reporter gene insert cloning**

The MPRA reporter gene insert was designed to contain a minimal promoter upstream of a GFP reporter gene. The minimal promoter was PCR amplified from pGL4.23[luc2/minP] (Promega) using PfuUltra II Fusion HS DNA Polymerase (Agilent) and primers designed to incorporate an upstream KpnI recognition sequence and a downstream AgeI recognition sequence. The resulting PCR product was triple digested with KpnI-HF (NEB), AgeI-HF (NEB), and DpnI (NEB). The GFP reporter gene was PCR amplified from peTurboGFP-dest1 (Evrogen) using PfuUltra II Fusion HS DNA Polymerase (Agilent) and primers designed to incorporate an upstream AgeI recognition sequence and a downstream XbaI recognition sequence. The resulting PCR product was triple digested with AgeI-HF (NEB), XbaI (NEB), and DpnI (NEB). Digested PCR products were isolated using the QIAquick PCR Purification Kit (Qiagen). To generate a plasmid backbone for cloning, pGL4.23[luc2/minP] (Promega) was double digested with KpnI-HF (NEB) and XbaI (NEB) followed by gel purification using the QIAquick Gel Extraction Kit (Qiagen). Digested PCR products and the plasmid backbone were ligated using Quick T4 DNA Ligase (NEB), transformed into One Shot MAX Efficiency DH5alpha-T1R Competent Cells (Life Technologies), and isolated using the QIAGEN Plasmid Plus Maxi Kit (Qiagen). The resulting plasmids were double digested with KpnI (NEB) and XbaI (NEB) followed by gel purification of the MPRA reporter gene insert (minimal promoter and GFP) using the QIAquick Gel Extraction Kit (Qiagen).

**Promoter-Proximal MPRA plasmid pool + reporter gene insert cloning**

The MPRA plasmid pool (Promoter-Proximal) was double digested with KpnI-HF (NEB) and XbaI (NEB) followed by gel purification using the QIAquick Gel Extraction Kit (Qiagen). The digested plasmid pool and the previously digested reporter insert were ligated overnight with concentrated T4 DNA Ligase (NEB). The entire ligation reaction was transformed into One Shot MAX Efficiency DH5alpha-T1R Competent Cells (Life Technologies) and the final MPRA plasmid pool + reporter gene insert (Promoter-Proximal) was isolated using the QIAGEN Plasmid Plus Maxi Kit (Qiagen).

**Promoter-Distal MPRA plasmid cloning**

The Promoter-Distal MPRA vector was designed using the Promoter-Proximal MPRA vector as a template. The empty plasmid backbone from the Promoter-Proximal MPRA was first modified to remove all AgeI and NotI recognition sequences from the vector. To generate the GFP reporter gene, the minimal promoter and GFP were PCR amplified from the Promoter-Proximal MPRA vector using PfuUltra II Fusion HS DNA Polymerase (Agilent) and primers designed to incorporate an upstream SfiI recognition sequence and downstream AgeI, NotI, and SfiI recognition sequences. The modified MPRA empty plasmid backbone and GFP reporter gene were digested with SfiI (NEB). The digested backbone and reporter gene were purified using the QIAquick PCR Purification Kit (Qiagen). The resulting digested products were ligated using Quick T4 DNA Ligase (NEB) and transformed into One Shot MAX Efficiency DH5alpha-T1R Competent Cells (Life Technologies). The empty Promoter-Distal MPRA vector was isolated using the QIAGEN Plasmid Plus Maxi Kit (Qiagen). After observing very low reporter gene expression in pilot Promoter-Distal MPRA experiments the minimal promoter was replaced with the SV40 promoter in the empty Promoter-Distal MPRA vector.

**Promoter-Distal Oligonucleotide library amplification**

The oligonucleotide library was amplified by PCR with Q5 High-Fidelity DNA Polymerase (NEB) and primers targeting the universal primer sequences within the oligonucleotides. To preserve library complexity PCR was performed using the Micellula DNA Emulsion & Purification Kit (Roboklon). Primer sequences were designed to incorporate upstream AgeI and downstream NotI recognition sequences into each oligonucleotide. The resulting PCR products were size-selected using Agencourt AMPure XP beads (Beckman Coulter).

**Promoter-Distal MPRA plasmid pool cloning**

The empty Promoter-Distal MPRA vector and the oligonucleotide library were double digested with AgeI-HF (NEB) and NotI-HF (NEB). The digested MPRA vector was purified using the QIAquick PCR Purification Kit (Qiagen) and the digested oligonucleotide library was isolated using the MinElute PCR Purification Kit (Qiagen). The resulting digested products were ligated overnight with concentrated T4 DNA Ligase (NEB). The entire ligation reaction was transformed into One Shot MAX Efficiency DH5alpha-T1R Competent Cells (Life Technologies) and the resulting MPRA plasmid pool (Promoter-Distal) was isolated using the QIAGEN Plasmid Plus Maxi Kit (Qiagen).

How the deposited data were processed for this re-analysis (not part of the article)

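The deposited tables of both MPRAs and the deposited list of p53-bound pioneering sites were analysed. Each MPRA table holds 1200 variable sequences measured in GM06170 primary human fibroblasts, in 2 untreated libraries and 2 libraries treated with 500 nM doxorubicin for 6 h. The ATAC-Seq list rests on 3 untreated libraries and 3 libraries treated for 12 h.

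For the MPRA signal values, the authors kept reads whose tag and reporter sequence matched the library, summed the reads over the 10 tags of each variable sequence and divided them by a DESeq2 size factor per library. The fold column of the deposited tables is the mean doxorubicin value over the mean untreated value, which was checked, and the adjusted p-value is that of the authors' DESeq2 test. The positions of the pioneering list come from the authors' alignment with Bowtie2 2.0 and their Cuffdiff 2.0 comparison on hg19, and the list gives no measured value. The sequences match GRCh37, the same assembly, so that positions from both could be set side by side, and BED starts were raised by 1 base.

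The design set before the data were examined assumed a test of counts if the files held whole counts. The values are normalized, so limma 3.58.1 in R 4.3.3 was used on log2 values with a pseudocount of 1, with a mean-variance trend and robust variances. limma gave a log2 fold change, a standard error and a p-value per variable sequence and per endogenous to scrambled ratio, adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. The groups, the main fits, the gene lists and most alternatives were set before the data were examined. Fold inductions are ratios of mean normalized reads. Differences between sets of sequences were tested with 100000 permutations or sign flips, the sequence activity contribution with 1000 shuffles, and overlaps with Fisher's exact test, all two-sided except the range between bases, where only a larger range counts. These tests run across sequences of 1 pool, which are not independent replicates of the treatment. The scripts used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, pysam 0.24.0 and samtools 1.23.1.

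Reads per library, recovered from the step between values, ran from 9823140 to 13138133 in the Promoter-Proximal MPRA and from 1041961 to 8906336 in the Promoter-Distal MPRA. The lowest value was 7 reads in the Promoter-Proximal MPRA, and 1 sequence had 0 reads in Promoter-Distal doxorubicin replicate 1. If each read were an independent molecule, the counting error of the log2 fold change of an endogenous sequence would have a median of 0.0170 in the Promoter-Proximal and 0.0343 in the Promoter-Distal MPRA, beside median standard errors of 0.286 and 0.0380 from limma, and it would exceed the latter for 0 and 73 of 570. For the ratio it would have medians of 0.0323 and 0.0630 beside 0.434 and 0.0635 from limma, and exceed the latter for 0 and 257 of 570 pairs. PCR reads are not independent molecules, so this is a lower bound.

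The scripts were tested on simulated data with 200 changed sequences. For single sequences this test covered all 1200 variable sequences. In the Promoter-Proximal MPRA the median standard error was 0.119 for scrambled and 0.286 for endogenous sequences. There limma called 0 measured sequences, although that from 34739641 on chromosome 21 changed by 2.75 (adjusted p = 0.0709 from limma). The Promoter-Proximal rates for single sequences therefore cannot be carried over to the measured endogenous sequences. For single sequences at a log2 change of 0.5, 1 and 2, limma recovered 20.0%, 56.5% and 80.3% in the Promoter-Proximal MPRA and 94.7%, 100% and 100% in the Promoter-Distal MPRA, with 5 and 6 false calls among 1000 unchanged sequences. For the ratio to the scrambled partner it recovered 1.43%, 30.9% and 66.1% in the Promoter-Proximal MPRA and 90.2%, 100% and 100% in the Promoter-Distal MPRA, with 1 and 10 false calls among 370 unchanged pairs.

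The sequences named in the text are the p21 element, the chromosome 4 pair, the chromosome 1 enhancer, the sequences whose nearest gene in Supplementary Table S6 is on 1 of 6 lists of p53 target genes, the 10 largest increases and the 3 largest decreases among endogenous sequences past the threshold, and the 5 largest increases among scrambled sequences past it. Values of Supplementary Tables S2, S3, S6 and S7 had been seen in part when this rule was set. No Promoter-Proximal sequence passed on its own, so the Promoter-Proximal sequences ranked by ratio were chosen after their values were seen. Accessibility classes were read from Supplementary Table S6, and Supplementary Table S4 could be read only in part.

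The alternatives were other scalings between libraries, a minimum mean of 500 normalized reads, pseudocounts of 0.5 and 10, an adjusted p threshold of 0.01, each library left out in turn, the replicate number as a block, the ratio in place of the single sequence, and other rules for motifs and classes. A crossed pairing, the authors' deposited adjusted p-values, classes without the BBC3 sequence or with a mean of at least 500, sequences placed by GENCODE within listed genes and a motif of 16 positions were added after seeing the data. Whole reads could be recovered from the step between values, but tests that need them were not run. Whether such a test would give the authors' calls is therefore not known. The vector pools, raw reads and values per ATAC-Seq library were not analysed here.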

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

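Of the tests in this part, that of motifs left in scrambled sequences in the Promoter-Distal MPRA was set before the result was seen, and the others were chosen only after it was seen.

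The ratio of endogenous to scrambled sequence moved in opposite directions in the MPRAs for some pairs. In 20 of 570 pairs it was higher in each doxorubicin library than in each untreated library of the Promoter-Proximal MPRA and lower in the Promoter-Distal MPRA, and in 5 pairs the reverse held. Such pairs are fewer than independent MPRAs would give, 28.6 and 9.80, since the ratio was higher in 509 Promoter-Proximal and lower in 32 Promoter-Distal pairs, and lower in 11 and higher in 508 (Fisher's exact tests, two-sided, p = 3.3e-05 and 0.00039, across pairs that are not independent replicates of the treatment). In 4 pairs both changes passed limma's threshold: 1 from 41948043 on chromosome 1 (log2 change 1.17 and -0.55), 1 from 228331651 on chromosome 2 (1.27 and -0.23), 1 from 135861139 on chromosome 3 in an intron of PPP2R3A (0.86 and -0.60) and 1 from 108300762 on chromosome 4 (1.69 and -0.25), although the counting errors of the Promoter-Distal changes, at 0.188, 0.0930, 0.310 and 0.117, exceed limma's standard errors. The 5 reverse pairs start at 118976505 on chromosome 10, 21926187 on chromosome 15, 62068812 on chromosome 16, 239362254 on chromosome 2 and 151178507 on chromosome 6. Both sets were chosen after their values were seen.

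The Promoter-Proximal libraries of a treatment differed in the response of endogenous sequences. The median log2 ratio to the scrambled partner, which no scaling changes, differed by at least 0.357 within each treatment, which argues against scaling, and the lowest doxorubicin median lay 0.760 above the highest untreated median, which argues against a swap between treatments. A weighted mean of untreated replicate 1 and doxorubicin replicate 1 left a sum of squares 0.740 times that of a common power of the log2 change in untreated replicate 2, with doxorubicin replicate 1 weighing 13.8% there and 50.6% in doxorubicin replicate 2. The common power left at least 1.35 times the sum of squares of the weighted mean, which argues against 1 graded factor. A candidate explanation is RNA of responding and non-responding cells in both second libraries, and RNA mixed after harvest or only part of the cells responding would give the same values.

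Scrambled and random sequences lay lower after doxorubicin on the authors' scaling. Scaled to the random sequences, the median scrambled log2 fold change was at most 0.0251 from 0 in both MPRAs, which says only that scrambled and random medians fell alike, and their mean log2 fold inductions differed by 0.0440 in the Promoter-Proximal MPRA. A scaling over all sequences while endogenous sequences take a larger share and a fall of every reporter without a p53 motif cannot be told apart, since both bring these controls down alike and libraries hold shares and no absolute level.

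Some scrambled sequences rose in the Promoter-Distal MPRA. Those that rose hold a p53 motif more often than the others (Fisher's exact test, two-sided, p = 6.9e-08), and in the Promoter-Proximal MPRA scrambled sequences with a motif lay 0.76 above those without in mean log2 fold change (permutation test across sequences, p = 1e-05, the smallest it can give), consistent with a motif that scrambling left. Of the 40 that rose without a motif, 16 have a mean under 500 normalized reads, against 74 of 517 others without a motif (Fisher's exact test, two-sided, p = 0.00014), with median levels of 659 and 1162, so few reads stay open as a cause for some of them. Whether these 40 respond wherever they stand cannot be told apart from chance or position, since their median in the Promoter-Proximal MPRA lay only 0.0305 above that of the other scrambled sequences while the means differed by 0.13 (permutation p = 0.0013).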

How the results depend on the processing

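The crossed pairing, the authors' deposited adjusted p, the motif of 16 positions, GENCODE placement within listed genes and 2 class alternatives (without the BBC3 sequence, mean of at least 500) were chosen only after the data were seen, and the other alternatives were set earlier. Of the planned comparisons of a result with an alternative, 326 kept direction and side of the threshold, or stayed within 1.5 times a count, 43 counts moved further, 9 values reversed, 4 passed the threshold anew and 5 no longer passed; of those added later, 24 kept, 12 moved, 1 passed anew and 2 no longer passed. The cause was not tested for any of them.

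In the Promoter-Proximal MPRA limma called 0 sequences, with counts at an unadjusted p under 0.05 of 392 endogenous, 15 scrambled and 0 random sequences higher and 9, 159 and 22 lower. Scaled to library totals it called 113 endogenous and 2 scrambled higher, and 150 endogenous, 548 scrambled and 60 random lower. The authors' adjusted p calls 392 endogenous and 11 scrambled higher and 4, 78 and 12 lower. As each library was left out, where limma takes the lone library of a treatment to vary like the other treatment, the counts ranged from 0 to 255 endogenous, 0 to 16 scrambled and 0 to 1 random higher, and 0 to 7, 0 to 107 and 0 to 18 lower; the ratio had 0 to 398 higher and 0 to 4 lower, with 0 without untreated replicate 1. Deviations from the treatment mean of libraries sharing a number correlated at -0.729 across sequences, and a crossed pairing, picked from this correlation and so removing that spread by construction, called 457 endogenous, 20 scrambled and 2 random higher, 10, 224 and 35 lower, and 3 ratios lower. With the replicate block the ratio had 27 higher and single sequences 0.

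In the Promoter-Distal MPRA, where the number had a correlation of 0.237 and a replicate block changed no call among 42 named sequences, library totals gave 280 endogenous, 8 scrambled and 1 random higher and 187 endogenous lower. Scaled to the random sequences, 194 scrambled and 13 random were higher and 15 endogenous, 131 scrambled and 20 random lower; scaled to the scrambled sequences, 177 and 10 higher and 19, 163 and 28 lower. With a mean of at least 500, 1 random sequence was higher. Leaving out each library gave 32 to 42 scrambled higher, with 32 without doxorubicin replicate 1, 18 to 25 ratios lower, with 18 without doxorubicin replicate 1, and 0.0726 to 0.0775 for scrambled minus random.

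The p21 element's Promoter-Proximal log2 change passed with library totals (0.63), with the crossed pairing (1.88) and without untreated replicate 2 (2.31; range 1.45 to 2.31 over libraries left out). Its ratio did not pass with the replicate block (2.06, adjusted p = 0.0962) or without untreated replicate 1 (1.67; range 1.67 to 2.45). The scrambled p21 sequence was 0.0702 scaled to random, 0.0452 scaled to scrambled and -1.43 with library totals in the Promoter-Proximal MPRA, and 0.20, 0.18 and -0.44 in the Promoter-Distal MPRA. Contribution among endogenous sequences alone passed at 10 positions inside and 47 outside the motif in the Promoter-Proximal MPRA and 41 outside in the Promoter-Distal MPRA; with log2 fold changes, 12 and 2 outside. Pioneering minus accessible in the Promoter-Distal MPRA was 0.13 for the ratio, 0.12 to 0.17 over libraries left out, 0.12 without the BBC3 sequence and 0.0968 with a mean of at least 500. With library totals, MDM4 was -0.23, DDB2 -0.15, KITLG -0.10 and -0.22 and EDA2R -0.28. TMM scaling, tests of whole counts and a correction by the vector pool were not run.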

Differences from the paper's values

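The crossed pairing, the authors' deposited adjusted p-values, the motif of 16 positions, GENCODE placement within listed genes and the class alternatives by reads or without the BBC3 sequence were chosen after seeing the values, and the other settings were set before the data were examined.

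The paper gives 34 endogenous sequences in constitutively accessible chromatin, and Supplementary Table S6 classes 75 that way. The alternatives tried, taking the pioneering class from the deposited list or counting intermediate accessibility as inaccessible, could not change this count, so the difference stays open. For the other classes the paper gives 445 inaccessible and 91 pioneering sequences, against 352 and 95 here, or 400 inaccessible with the intermediate ones included.

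The paper marks the increase of the p21 element and of the chromosome 4 pair in the Promoter-Proximal MPRA as significant. Here the single-sequence test of limma gives adjusted p of 0.0728, 0.0739 and 0.0732, with log2 fold changes of 1.88, 2.52 and 2.76. The ratio to the scrambled partner passes for each (0.00034, 0.00012 and 0.00098), but for none of them without untreated replicate 1 (0.271 each) or with the replicate block (0.0962, 0.0877 and 0.113), and the chromosome 4 sequence ending at 78263816 also misses without doxorubicin replicate 1 (0.0818). For the p21 element the single-sequence test passes with library totals and without untreated replicate 2. The crossed pairing, chosen after seeing the values, also passes for the p21 element, and of the 392 sequences the authors' table calls higher it shares 391, so that it drops 1. It was picked from the correlation of the libraries' deviations, so it removes that spread by construction and is no independent evidence. The ratio shares 349. A test of whole reads was not run, although these could be recovered, so what separates limma's calls from the authors' stays open.

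The paper describes the chromosome 4 sites as pioneering. The sequence ending at 78263816 is classed as inaccessible in Supplementary Table S6, while the one ending at 78254313 is classed as pioneering.

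The paper states that Promoter-Proximal induction is significantly greater at pioneering than at accessible sites. The mean log2 difference here is 0.20 with a permutation p of 0.119, and in the Promoter-Distal MPRA it is 0.17 with an adjusted p of 0.0279. That value does not pass for the ratio to the scrambled partner (adjusted p = 0.135), without doxorubicin replicate 2 (0.0612), without the BBC3 sequence (0.0703) or with a mean of at least 500 (0.121; permutation tests). For the ratio in the Promoter-Proximal MPRA, the median change was 2.51-fold at pioneering and 1.87-fold at accessible sequences, the paper's direction, given without a test. The shares that rose past limma's threshold there were 57.9% and 57.3%. The groups are not those of the paper, which gives 34 accessible and 91 pioneering sequences, against 75 and 95 here.

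The paper states that responses were absent when the motif was scrambled. In the Promoter-Distal MPRA 49 of 570 scrambled sequences rose, that of the chromosome 1 enhancer among them, while 368 fell. These counts depend on the scaling: scaled to the random sequences 194 rose and 131 fell, and with library totals 8 rose and the partner of the chromosome 1 enhancer did not pass (log2 0.31, adjusted p = 0.0668 from limma). The supplementary methods state that scrambling was kept from creating a p53 site, and 13 scrambled sequences match the consensus somewhere in their 95 bases, flanks included. The paper states that the motif was the only determinant of activity it could distinguish in the Promoter-Distal MPRA, where 4 positions outside it also passed, or 6 with a motif of 16 positions. With log2 fold changes 2 positions outside passed, and among endogenous sequences alone 41 outside and 13 inside. The count inside among endogenous sequences also reflects where the motif begins.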

Other observations

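The tests of 2 against 0 CATG cores were set before the result was seen, and those of 1 against 0 and of 2 against 1 were chosen only after it was seen.

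Endogenous sequences were grouped by how many of their 2 half-sites have the core CATG, which makes up 660 of the cores, against 223 CAAG, 212 CTTG and 45 CTAG. Median fold induction in the Promoter-Proximal MPRA was 1.58 with 0 such cores (94 sequences), 2.24 with 1 (292) and 2.29 with 2 (184), and in the Promoter-Distal MPRA 1.27, 1.44 and 1.47. Sequences with 2 cores lay above those with 0 by 0.42 in mean log2 fold induction in the Promoter-Proximal MPRA (two-sided permutation test, p = 1e-05, the smallest it can give) and by 0.21 in the Promoter-Distal MPRA (p = 0.00015), across sequences of 1 pool, which are not independent replicates of the treatment. For the ratio to the scrambled partner the differences were 0.40 (permutation p = 3e-05) and 0.12 (p = 0.0420). Sequences with 1 core lay above those with 0 by 0.39 (permutation p = 5e-05) and 0.18 (p = 0.00035), while 2 cores against 1 differed by only 0.0224 (p = 0.770) and 0.0232 (p = 0.513). A hypothesis consistent with these values is that a CATG core in at least 1 half-site goes with a stronger response to doxorubicin, and whether a second one adds to it cannot be told.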
